# Epigenetic Regulation of ABA-Induced Transcriptional Responses in Maize

**DOI:** 10.1534/g3.119.400993

**Published:** 2020-03-16

**Authors:** Stefania Vendramin, Ji Huang, Peter A. Crisp, Thelma F. Madzima, Karen M. McGinnis

**Keywords:** Abscisic acid (ABA), *Mediator of paramutation1 (Mop1)*, *Zea mays*, epigenetics, siRNAs

## Abstract

Plants are subjected to extreme environmental conditions and must adapt rapidly. The phytohormone abscisic acid (ABA) accumulates during abiotic stress, signaling transcriptional changes that trigger physiological responses. Epigenetic modifications often facilitate transcription, particularly at genes exhibiting temporal, tissue-specific and environmentally-induced expression. In maize (*Zea mays*), MEDIATOR OF PARAMUTATION 1 (MOP1) is required for progression of an RNA-dependent epigenetic pathway that regulates transcriptional silencing of loci genomewide. MOP1 function has been previously correlated with genomic regions adjoining particular types of transposable elements and genic regions, suggesting that this regulatory pathway functions to maintain distinct transcriptional activities within genomic spaces, and that loss of MOP1 may modify the responsiveness of some loci to other regulatory pathways. As critical regulators of gene expression, MOP1 and ABA pathways each regulate specific genes. To determine whether loss of MOP1 impacts ABA-responsive gene expression in maize, *mop1-1* and *Mop1* homozygous seedlings were subjected to exogenous ABA and RNA-sequencing. A total of 3,242 differentially expressed genes (DEGs) were identified in four pairwise comparisons. Overall, ABA-induced changes in gene expression were enhanced in *mop1-1* homozygous plants. The highest number of DEGs were identified in ABA-induced *mop1-1* mutants, including many transcription factors; this suggests combinatorial regulatory scenarios including direct and indirect transcriptional responses to genetic disruption (*mop1-1*) and/or stimulus-induction of a hierarchical, cascading network of responsive genes. Additionally, a modest increase in CHH methylation at putative MOP1-RdDM loci in response to ABA was observed in some genotypes, suggesting that epigenetic variation might influence environmentally-induced transcriptional responses in maize.

As sessile organisms, plants must adapt rapidly to fluctuating and often extreme abiotic stress conditions that negatively impact crop productivity and yield, such as water deprivation/drought, high salinity, nutrient deficiency and extreme temperatures. In addition to its role in plant development, the phytohormone abscisic acid (ABA) serves as a critical regulator of plant responses to specific abiotic stresses. ABA responses to environmental stress stimuli result in physiological changes primarily directed to minimize water loss, such as stomatal closure and growth inhibition (reviewed by Fujita *et al.* 2011; Sah *et al.* 2016; Kuromori *et al.* 2018).

The signaling events and molecular mechanisms of ABA-mediated responses have been extensively characterized in the model plant *Arabidopsis thaliana* (Arabidopsis). Briefly, under specific abiotic stress, ABA binds to a PYRABACTIN RESISTANCE (PYR)/PYR1-LIKE (PYL)/REGULATORY COMPONENT OF ABA RECEPTOR (RCAR) (PYR/PYL/RCAR) receptor complex which inactivates the negative signaling PHOSPHATASE TYPE 2C (PP2C) protein. Receptor binding by ABA and inactivation of PP2C in turn allows for the positive regulator SNF1-RELATED PROTEIN KINASE 2 (SnRK2) to phosphorylate and activate ABSCISIC ACID RESPONSIVE ELEMENT BINDING PROTEIN/BINDING FACTOR (AREB/ABF) transcription factors (TFs) (reviewed by Mehrotra *et al.* 2014). ABA-induced transcription factors regulate many primary target genes by recognizing and binding to specific ABA-responsive *cis*-elements in their promoters. The promoters of ABA-responsive genes are expected to contain two or more copies of a sequence known as an ABA-Responsive Element (ABRE) (Marcotte *et al.* 1989) or one ABRE that works in conjunction with a Coupling Element (CE) (Shen and Ho 1995; Shen *et al.* 1996) that function as TF binding sites. TFs that contain these regulatory elements can be transcriptionally induced by ABA and trigger the regulation of primary or secondary ABA target genes. Therefore, transcription factor activation, promoter recognition, and DNA-binding activities are critical downstream ABA-mediated physiological responses to abiotic stress.

Transcription factor families that mediate plant responses to abiotic stresses include the APETALA2/ethylene-responsive element-binding proteins (AP2/EREBPs), basic leucine zipper (bZIP), Myeloblastosis (MYB), WRKY and No apical meristem, ATAF1 and CUC cup-shaped cotyledon (NAC) proteins (reviewed by Hoang *et al.* 2017). In several documented examples, transgenic plants overexpressing these regulatory proteins exhibit increased stress tolerance phenotypes (reviewed by Fujita *et al.* 2011; Todaka *et al.* 2015; Joshi *et al.* 2016; Hoang *et al.* 2017), demonstrating the utility of manipulating regulatory factors to increase agricultural productivity under extreme environmental conditions.

Transcription factor binding and transcriptional activation of some abiotic stress-responsive genes relies on alterations to chromatin structure and epigenetic modifications. The relationship between transcription and chromatin remodeling in response to abiotic stress and ABA signaling has recently begun to be appreciated (reviewed by Mehrotra *et al.* 2014; Kim *et al.* 2015; Asensi-Fabado *et al.* 2017; Lämke and Bäurle 2017).

In plants, RNA-dependent DNA methylation (RdDM) is a specific transcriptional gene-silencing pathway that functions to direct changes in epigenetic modifications and gene expression at target loci (reviewed by Matzke *et al.* 2015). The RdDM pathway is reliant on the biogenesis of and response to small non-coding RNAs (sRNAs) through the activity of several proteins, which include two plant-specific DNA-dependent RNA polymerases (Pol IV and Pol V), an RNA-dependent RNA polymerase (RDR), a Dicer-like protein, an Argonaute-complex, DNA modifying enzymes to induce cytosine methylation, ATP-dependent chromatin remodeling complexes, and other accessory proteins (Matzke and Mosher 2014).

In maize, MEDIATOR OF PARAMUTATION 1 (MOP1), an ortholog of the Arabidopsis RDR2 (Dorweiler *et al.* 2000; Alleman *et al.* 2006), interacts with Pol IV (Haag *et al.* 2014) and is required for Pol IV-dependent sRNA biogenesis and progression of the RdDM pathway. A Pol IV-MOP1-dependent pathway maintains chromatin boundaries between protein-coding genes and gene-proximal transposable elements (Li *et al.* 2015a). The *mop1-1* mutation results in a reduction of 24-nt siRNAs and a loss in DNA methylation at certain loci, particularly in the CHH context (Lisch *et al.* 2002; Woodhouse *et al.* 2006; Nobuta *et al.* 2008; Jia *et al.* 2009; Li *et al.* 2014); this mutant stock has proven to be a valuable genetic resource and has been used extensively to characterize Pol IV-mediated RdDM activities across the maize genome (Nobuta *et al.* 2008; Jia *et al.* 2009; Gent *et al.* 2014; Li *et al.* 2014; Madzima *et al.* 2014; Li *et al.* 2015a). Nonetheless, the identification of MOP1 and RdDM targets is not a straight-forward task, because multiple factors contribute to MOP1 target specificity and loss of gene silencing, which initiates a cascade of transcriptional and epigenetic changes that complicate the distinction between MOP1 direct and indirect targets.

Cytosine DNA methylation is important in many biological processes including regulation of transposon silencing and expression of endogenous genes, plant development, and environmental-stress responses (Zhang *et al.* 2018). In plants, this conserved epigenetic mark occurs in symmetric (CG, CHG) and asymmetric contexts (CHH); in which H can be A,T, or C) (Henderson and Jacobsen 2007). CG and CHG methylation is maintained throughout DNA replication by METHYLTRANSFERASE 1 (MET1) and CHROMOMETHYLASE 3 (CMT3) respectively (Niederhuth and Schmitz 2017). Asymmetric methylation can be established by DOMAINS REARRANGED METHYLASE 1/2 (DRM1/2) through the RdDM pathway (Law and Jacobsen 2010).

The majority of the maize genome is composed of transposons (Schnable *et al.* 2009), which are mostly methylated in a symmetrical context (West *et al.* 2014). On a genome-wide scale, methylated CHH sites are observed at significantly lower levels than methylated CG and CHG sites, however, regions of elevated CHH methylation are observed upstream of the transcription start sites of genes (Gent *et al.* 2013). These RdDM-dependent CHH methylation sites coincide with the presence of specific classes of transposons found within 1 kb of many maize genes (Gent *et al.* 2013; Regulski *et al.* 2013; Li *et al.* 2015a).

In Arabidopsis, four glycosylases have been characterized as functioning in active DNA demethylation by initiating removal of methylated cytosines from DNA via base excision repair: REPRESSOR OF SILENCING 1 (ROS1), DEMETER (DME), DME-like 2 (DML2) and DML3 (Choi *et al.* 2002; Agius *et al.* 2006; Gehring *et al.* 2006; Morales-Ruiz *et al.* 2006; Penterman *et al.* 2007). ROS1 has been shown to act through an auto-regulatory, coordinated RdDM-demethylation based response (Lei *et al.* 2015; Williams *et al.* 2015). At some loci, maintenance of transcription appears to be dependent on RdDM activity, which challenges the canonical model of RdDM-mediated transcriptional repression. ROS1 was also recently shown to be required for transcriptional activation of specific ABA-inducible genes in Arabidopsis (Kim *et al.* 2019). The maize DNG103 is highly similar to Arabidopsis ROS1. As reported with *Ros1* in Arabidopsis RdDM mutants (Huettel *et al.* 2006; Li *et al.* 2012), *Dng103* is downregulated in maize RdDM mutants (Jia *et al.* 2009; Madzima *et al.* 2014; Erhard *et al.* 2015; Williams *et al.* 2015). Transcriptional repression of *Dng103* in *mop1-1* mutants likely induces other expression changes that cannot be directly attributed to loss of MOP1 activity.

Plant responses to abiotic stress are multifaceted, integrating multiple environmental cues and biological response mechanisms. These complex mechanisms must be understood to maximize stress tolerance in plants. As both MOP1 and ABA signaling networks act as key regulators of gene expression, characterizing these responses and identifying overlap between the two processes will provide a wealth of information about the mechanisms of stress response in crop plants and candidate pathways to enhance stress response under different agricultural conditions. In this study, we use RNA- and sequence-capture bisulfite sequencing of ABA-induced *mop1-1* mutant and wildtype *Mop1* seedlings to identify MOP1-dependent, ABA-induced genes.

## Materials and Methods

### Plant materials

Maize (*Zea mays*) plants were grown in 2.8 cu. ft potting soil (10-gal coarse sand:400 ml 18.6.12 slow release fertilizer) in greenhouse conditions (16 h light period, 25°, 50% humidity) until they reached the V3 stage (RNA-seq) or ten-day old seedlings (methylation). The *mop1-1* mutation was from genetic stocks from J. Dorweiler of the *mop1-1* mutation introgressed into the B73 reference genome and backcrossed for seven generations (Madzima *et al.* 2014). For this study, progeny resulting from the self-pollination of an ear of a heterozygous plant was used. Only homozygous wildtype and homozygous mutant siblings were used.

### Plant genotyping

The *Mop1/mop1-1* segregating family was genotyped under the following PCR conditions: 94° for 5 min (1x∼; 95° for 30 s, 56° for 45 s, 72° for 45 s (30x); 72° for 10 min (1x); hold for 4° (as needed); using the following primers as previously described (Madzima, Huang, & Mcginnis 2014):

KM384: (5′-TCTCCACCGCCCACTTGAT-3′);

KM385: (5′-CCCAAGAGCT GTCTCGTATCCGT-3′);

KM386: (5′ -CTTCATCTCGAAGTAGCGCTTGTTGTCC-3′).

### Abscisic acid treatment in seedlings

ABA concentrations used in maize seedling studies range from 1 to 150 µM, and 50 µM is commonly used in stage V3 seedlings (∼2 weeks old) (Fan *et al.* 2016; Phillips and Ludidi 2017; Belda-Palazon *et al.* 2018; He *et al.* 2018; Wang *et al.* 2018; He *et al.* 2019). Maize seedlings at the V3 stage were removed from the soil, roots were rinsed in water, dried, and then submerged in a 1 L beaker with 250 mL of liquid Murashige and Skoog (MS) media (Sigma Aldrich, M6899) with 50 μM ABA (ABA; (Sigma Aldrich, (+/−) Abscisic Acid, A1049)) or without ABA (MS) for 7 and 8 hr (methylation and RNA-seq, respectively) in greenhouse conditions (16 h light period, 25°, 50% humidity). After the incubation period, roots where removed and seedlings were immediately flash frozen in liquid nitrogen and stored at -80° until use. Homozygous wildtype (*Mop1* WT) and homozygous *mop1* mutant (*mop1-1*) individuals were used.

### Total RNA isolation

Frozen seedling tissue was finely ground into powder in liquid nitrogen and homogenized before total RNA extraction was performed using TRI reagent according to manufacturer’s instructions (Molecular Research Center, 18080-051). RNA samples were DNase treated (RQ1 RNase-Free DNase, Promega, M6101) and purified using RNA clean & concentrator 25 (Zymo Research, R1018). The integrity and quality of the total RNA was checked by a NanoDrop 1000 spectrophotometer and by 1% agarose gel electrophoresis.

### RNA library preparation, RNA-sequencing and read alignment

Three biological replicates were used for all RNA-seq experiments for each treatment and genotype, for a total of 12 samples. The final sample concentration was quantified by Qubit. RNA library preparation (NEBNext Ultra II kit, NEB, E7760) and Illumina paired-end 150 bp (PE 150) sequencing were performed by Novogene Corporation (Sacramento, California). More than 20 million reads were obtained per library, FASTQ adapters were trimmed by Cutadapt 1.8.1 (Martin 2011) and quality control was performed using FASTQC v0.11.2 (bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were mapped to the B73 maize genome (AGP B73v4) (Jiao *et al.* 2017) by HISAT2 v2.04 (Pertea *et al.* 2016). Transcripts were assembled *de novo* to allow for inclusion of transcripts that are not included in the reference genome annotation and quantified using StringTie v1.3.4d (Pertea *et al.* 2016). Gene count matrices were generated from this data using the prepDE.py python script available in the StringTie website (http://ccb.jhu.edu/software/stringtie/index.shtml?t=manual). These matrices were used by the Bioconductor package edgeR 3.20.9 (Chen *et al.* 2016) in R for differential expression analysis in order to identify upregulated and downregulated genes for the four different genotypes under two treatments. Low-abundance counts of < 0.58 cpm were removed using the DESeq2 filtering method (statquest.org/2017/05/16/statquest-filtering-genes-with-low-read-counts/); (Love *et al.* 2014) incorporated into the edgeR pipeline, and genes with an adjusted p-value of ≤ 0.05 and an absolute log_2_ fold change (FC) value of ≥ 0.95 were considered as differentially expressed for both upregulated and downregulated genes.

### Reverse Transcription Quantitative PCR (RT-qPCR) analysis of transcript abundance

Reverse Transcription Quantitative PCR (RT-qPCR) was performed for all 12 RNA samples to confirm an induction of ABA treatment by measuring the expression of *Responsive to ABA* 17 (*Rab17)* (Vilardell *et al.* 1990) in maize seedlings. The well characterized ABA and stress-responsive maize gene *Viviparous1* (*Vp1*) (Cao *et al.* 2007) was used as a negative control, since it is only ABA-responsive in maize embryos, and *Ubiquitin conjugase* was used as a control. *Rab17* qPCR primers KM1634 (5′-TCCTTGATTCCCTTCTTCCTC-3′) and KM1635 (5′-GAGGGAGGAGCACAAGACC-3′), *Vp1* qPCR primers KM1465 (5′- CCGATGTCAAGTCGGGCAAATATC-3′) and KM1466 (5′-TGGAACCACTGCCTTGCTCTTG-3′), and *Ubiquitin conjugase* KM633 (5′- GACTACACGATGGAGAACATCCTAACCC-3′) and KM634 (5′- GAAGAATGTCCCTTCTGGAGGCTGC-3′) were used.

RT-qPCR was performed for 11 of the 12 RNA samples (excluding a wild type control that had atypical expression patterns and was therefore excluded as an outlier) to measure gene expression of *Dng101* (Zm000010a020199), *Dng103* (Zm00001d038302), and *Dng105* (Zm00001d016521). The following qPCR primers were used for *Dng101*, KM1656 (5′-CTTCTGCTCTTGCTGCTCCA-3′) and KM1657 (5′-CGACTGAAGAGATA CAACGATGC-3′), *Dng103* KM1467 (5′- ACCATGCTGTGACCCTCAAATGG-3′) and KM1468 (5′- CATAGCTGTTCGACAAGGAACCAG-3′), and *Dng105* KM1658 (5′-GGCAAGATATACAGGAATGCTTGA-3′) and KM1659 (5′- CGATGTCCTAGTCCGCTTCA -3′). *Ubiquitin conjugase* was used as a control amplified by primers KM63 5′- GACTACACGATGGAGAACATCCTAACCC-3′) and KM634 (5′- GAAGAATGTCCCTTCTGGAGGCTGC-3′).

First-strand cDNA synthesis and RT-qPCR were performed by Florida State University’s Biology Molecular Core Facility. First-strand cDNA synthesis was performed by reverse transcribing 1 μg of total RNA with Oligo(dT)_20_ primers according to manufacturer’s instructions (SuperScriptTM III Reverse Transcriptase, Invitrogen, 18080-051). Reverse transcriptase quantitative PCR (RT-qPCR) was performed using an Applied Biosystems 7500 Fast Real-Time PCR System and SYBR Green reagents (Thermofisher Scientific). The generation of specific PCR products was confirmed by melting curve analysis. Primers were designed using MaizeGDB (maizegdb.org) and Net Primer Analysis Software (premierbiosoft.com/netprimer/).

### DNA methylation library construction, sequencing, and analysis

High molecular weight genomic DNA was isolated from above ground tissue of maize 10-day old seedlings using a standard CTAB protocol. Sequence capture library construction used 0.5-1 μg of genomic DNA as previously described by (Li *et al.* 2015b). Adapters were trimmed using Trim Galore! (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). Reads were aligned to maize genome version 4 (AGPv4) using *BSMAP-2.90* (-v 5 -q 20) (Xi & Li 2009) and uniquely mapped reads were processed as described previously (Han *et al.* 2018) The unmethylated chloroplast genome was used to determine cytosine conversion rate. The methylation ratio (number of reads that were methylated and unmethylated) was determined for each methylation context by the weighted DNA methylation method (#C / (#C + #T)) using *BSMAP* tools. BEDTools and overlapping reads were used to determine read coverage for target regions.

Genome-wide methylation changes were determined by assessing regions with a minimum of 5x coverage and 2 methylation sites, and methylation levels of 10% for CG and CHG contexts and 1% for the CHH context. Methylation % difference was calculated by the equation: ((Genotype/Treatment 1 mC% - Genotype/Treatment 2 mC%) / (Genotype/Treatment 2)).

Promoter regions of DEGs were defined as the 2 kb region upstream from the transcription start site. This 2000 bp region was divided into 100 bp tiles for further methylation analysis. Tiles with no data were removed and not counted for the final average mC level. Coverage was calculated using DNA methylation data in 100 bp tiles. Methylation percentage was defined as [treatment – control] x100. For average methylation % in the promoter region of DEGs, a minimum of 2x coverage, 2 methylation sites, 10% methylation for CG/CHG and 1% for CHH was used.

Pairwise comparisons for *Mop1* wildtype ABA *vs.* *Mop1* wildtype MS (Figure 6, comparison A) and *mop1-1* mutant MS *vs.* *Mop1* wildtype MS (Figure 6, comparison D) were correlated with genes in Group I and II, and Groups III, IV, V and VI from RNA-Seq results, respectively. Differentially methylated promoters were identified by comparisons where there was an absolute methylation difference (Genotype/Treatment 1 mC% - Genotype/Treatment mC 2%) of ≥ 40% in the CG/CHG context; in the CHH context where one Genotype/Treatment sample showed a methylation level of ≤ 5% and between comparisons a methylation % difference higher than ≥15%. A region with ≥10% methylation increase in the CG context was defined as having CG hypermethylation.

### Gene ontology analysis

Gene ontology (GO) (Plant GO Slim) analysis was conducted using the web-based tool agriGO v2.0 (Tian *et al.* 2017), incorporating AGOv4 IDs into a Single Enrichment Analysis (SEA) using the Fisher’s statistical test, Hochberg (FDR) multi-test adjustment method with a significance level of < 0.05 and minimum number of mapping entries of 10 genes per GO-term. The GO term enrichment was generated by hierarchically clustering the log10 of the total GO term percentage of a set of genes that were upregulated or downregulated in wildtype or mutant in response to ABA (Table S4).

### Alignment and overlap of 24 nt siRNA and promoter proximal regions of DEGs

Using publicly available data from NCBI’s Gene Expression Omnibus (GEO, GSE68510; (Wang *et al.* 2017)) from (*Mop1*/*mop1-1*) wildtype and mutant (*mop1-1*/*mop1-1*) maize young cob small RNA raw reads were processed for 24-nt siRNA alignment and comparison. The TruSeq Small RNA 3′ adapter (RA3) sequences were removed from the raw reads using Cutadapt (Martin 2011) and quality of the reads was assessed before and after the trimming using FASTQC v0.11.2 (bioinformatics.babraham.ac.uk/projects/fastqc/). Alignment of the reads was performed by ShortStack v3 (Johnson *et al.* 2016) using default parameters. Using the (.bam) alignment files generated by ShortStack v3 and the chromosomal location of the 2 kb region upstream of the transcription start site (TSS) (downloaded using biomart ensembl plants) (ShortStack specified parameter:–loci) of all protein coding genes in *Zea mays* (B73 RefGen_v4), the promoter proximal regions of these genes were assessed for the presence of 24 nt siRNAs. Differential 24 nt siRNA targeting between *Mop1* wildtype and *mop1-1* mutant in this 2 Kb region upstream of TSS was calculated with edgeR 3.20.9 (Robinson *et al.* 2010; Mccarthy *et al.* 2012) after removal of low-abundance regions and library normalization. Further normalization was performed to the foldchange of 2.2 (log_2_ of 1.13), calculated using the abundances of the undisturbed expression of high-confidence maize miRNAs from miRbase (http://www.mirbase.org/cgi-bin/mirna_summary.pl?org=zma; B73_RefGen_v4) in the mutant and wildtype (miRNA abundances in *mop1-1* mutant/miRNA abundances in *Mop1* wildtype; Table S4, File S6).

### ABA-response transcription factor network

Based on the Arabidopsis ABA-responsive transcription factor hierarchical network built using chromatin immunoprecipitated (ChIP) data (Song *et al.* 2016) maize orthologs for the genes present in the network were identified using a list generated by blasting maize proteins against TAIR 10 protein sequences using standalone BLASTP version 2.2.28+ 581 (Camacho *et al.* 2009) (File S3). Gene targets for transcription factors located in every level or tier were predicted using a tissue-specific gene regulatory network in seed, SAM, root and leaf maize tissues (https://www.bio.fsu.edu/mcginnislab/mgrn/) (Huang *et al.* 2018) and were represented as edges. Nodes represent the log_2_FC of these genes in our dataset (Figure S5).

### Motif discovery and enrichment analysis

The Multiple Expectation Maximization (EM) for Motif Elicitation (MEME) tool (http://meme-suite.org) version 5.0.4 was used to search for the presence of any conserved domains among the ABA-response transcription factor network built from our dataset. The promoter sequences of 47 genes were used with the following parameters: -dna -mod anr -revcomp -minw 5 -maxw 10 -nmotifs 10 -evt 0.05. A motif highly similar to the maize ABRE was found in 66% of these genes. Find Individual Motif Occurrences (FIMO) version 5.0.5 was used to identify ABA-responsive genes in other sets of DEGs. Motif enrichment was performed using the previously-found putative ABRE motif (CACG[TC]G[TG]C[GC]) as input. Primary ABA targets were defined as genes that were differentially expressed in response to ABA and that contained at least two ABRE sites in their promoter or one ABRE site and a coupling element (CE).

### Transposable element enrichment analysis

Bedtools ‘closest’ tool was used to identify enriched TEs adjacent to the 2 kb upstream or 2 kb downstream DNA region of DEGs from groups V and VI (File S10). Gene annotations from the differentially expressed genes of interest were extracted from the B73 Refgen_v4 genome assembly (Jiao *Et Al*., 2017) using EnsemblPlants BioMart (plants.ensembl.org/biomart/) (Kinsella *et al.* 2011). The transposable element (TE) annotation file used was downloaded from github (B73.structuralTEv2.2018.12.20.filteredTE.gff3.gz; https://github.com/SNAnderson/maizeTE_variation). The percentage distribution of transposable element families in the B73 genome was calculated using from data from previously published studies (Anderson *et al.* 2019).

### Data availability

All RNA-sequencing and Bisulfite-Sequencing data are available at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (Edgar *et al.* 2002) through GEO Series accession number GSE132167.

Figure S1: Rab17 RT-qPCR

Figure S2: MDS clustering

Figure S3: DNG RT-qPCR

Figure S4: *Mop1* WT and *mop1-1* mutant promoter methylation for DEGs and non-DEGs

Figure S5: Heatmap (Log2 FC) of TF Network DEGs

Table S1: DEGs no. for DE analysis using different biological replicates no.

Table S2: Maize protein phosphatases class A (*PP2C*-A)

Table S3: Number of GO terms found for DEGs in four groups

Table S4: High-confidence miRNAs

File S1: Groups I-VII log2FC

File S2: GO term enrichment per DEG group

File S3: Homologous TFs

File S4: Tiers and Downstream genes

File S5: Group model parameters per gene

File S6: Genome-wide siRNA changes in *mop1-1* mutant

File S7: SeqCap DNA methylation ratios in all sequence contexts

File S8: Promoter DNA methylation for *Mop1* Wildtype ABA-responsive DEGs

File S9: MOP1-ABA targets with a loss of siRNA and DNA methylation at ABRE sites

File S10: TE enrichment in a subset of genes in Groups V and VI.

Supplemental material available at figshare: https://doi.org/10.25387/g3.9626636.

## Results

### Canonical abiotic stress associated genes are transcriptionally responsive to ABA in wildtype and mop1-1 maize seedlings

To determine the combined effects of MOP1 and ABA on gene expression in maize, homozygous wildtype (*Mop1*) and mutant (*mop1-1)* individuals from a segregating family of seedlings at vegetative stage 3 (V3) from a self-pollinated *Mop1/mop1-1* ear were subjected to treatment with ABA. Induction was confirmed by measuring the expression of the *Responsive to ABA 17 (Rab17)* gene (Figure S1), which encodes a putative dehydrin protein and has been the subject of study for ABA- and osmotic stress-responsiveness. Upregulation of *Rab17* expression is well-documented in several transcriptomic studies measuring responses to ABA and drought in maize embryos (Vilardell *et al.* 1990; Goday *et al.* 1994) and vegetative tissues (Vilardell *et al.* 1994; Busk and Pages 1998; Zheng *et al.* 2004) as well as in drought studies in sorghum leaves at the seedling stage (Johnson *et al.* 2014). Reverse transcription and quantitative PCR (RT-qPCR) of *Rab17* confirmed that the ABA-treatment of V3 seedlings was sufficient to induce changes in gene expression (Figure S1).

RNA from these ABA-induced and control genotypes was subjected to cDNA library preparation, RNA-sequencing and transcriptome analysis. An average of ∼23 million 150 bp paired end raw reads were obtained per sample and mapped to the B73 reference genome (AGP B73v4) (Jiao *et al.* 2017). 

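The RNA-seq libraries were made from shoots of V3 seedlings, with the roots removed. Homozygous Mop1 wildtype and mop1-1 siblings from a selfed heterozygous ear were kept for 8 h in Murashige and Skoog (MS) medium or in MS medium with 50 µM ABA. The files used here hold 11 libraries: 2 of Mop1 wildtype on MS and 3 each of Mop1 wildtype on ABA, mop1-1 on MS and mop1-1 on ABA. The authors mapped the reads to B73 RefGen_v4 with HISAT2, assembled and merged transcripts de novo with StringTie, and wrote counts per gene with its prepDE script. These deposited values are counts without normalization, and they were used as given. The totals were 33458220 and 33467287 counts in the Mop1 wildtype MS libraries. Mop1 wildtype ABA libraries held 32401778 to 34495074 counts (median 32995949), mop1-1 MS libraries 33688553 to 37370937 (median 36559583) and mop1-1 ABA libraries 31901109 to 33200124 (median 33070226). The paper's Table 1 gives 19414606 to 22240405 mapped reads for these libraries, so that each mapped read pair stands behind 1.64 to 1.71 counts; all values here use the counts.

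Genes with at least 0.58 CPM in at least 2 libraries were kept, which left 28372 genes. All 11 libraries were fitted together with the quasi-likelihood method of edgeR after TMM normalization, and DEGs were called at an adjusted p of at most 0.05 and an absolute log2 FC of at least 0.95. The authors removed genes under the same CPM value, while the number of libraries that had to reach it was a choice made here. Of the tested genes, 27339 carry an assembly number (MSTRG), 1024 a B73 gene ID and 9 another ID, and assembled genes hold 99.8% to 99.9% of the counts of each library. The files do not pair the assembly numbers with gene names, so most genes the paper names could not be looked up among the counts: 3 of the 162 transcription factors of Tables 4 and 5 were found by ID, none of the 12 genes of Table 3, none of the 8 genes given by ID in Figure 3 and none of 3 Dng genes. The paper calls the samples of a group biological replicates, and the p-values measure the spread between these samples. No pair of replicates was a repeat of one library, since their counts differed by 33.0 to 108 times the sampling noise (chi-square over degrees of freedom).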

Mapped reads were used in subsequent analysis (Table 1). Multidimensional scaling (MDS) was performed to determine the relationship between genotype and treatment for the 12 homozygous *Mop1* and *mop1-1* samples, with the majority clustering according to genotype and treatment (Figure S2). 

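The 11 libraries used here grouped by genotype and treatment. Each of them had its nearest neighbor in its own group, by the root mean square log2 difference of the most different genes of each pair. ABA-treated Mop1 wildtype libraries lay 3.81 to 3.82 from their nearest neighbor, mop1-1 MS libraries 3.99 to 4.04 and ABA-treated mop1-1 libraries 4.02 to 4.20. The 2 Mop1 wildtype MS libraries lay 4.21 apart, and the largest distance within a group was 4.49, between mop1-1 ABA replicates 2 and 3. Mop1 wildtype MS replicate 1 lay 4.38 from its nearest ABA-treated library, Mop1 wildtype ABA replicate 3, and replicate 2 lay 4.43 from Mop1 wildtype ABA replicate 1. The first dimension of the scaling held 21.7% of the variation and the second 17.2%, and the common biological coefficient of variation of the fit was 0.291. One more Mop1 wildtype MS library, which the authors removed, was not analysed here.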

One biological replicate of a *Mop1* wildtype sample that was not treated with ABA clustered with the wildtype ABA-treated samples. This suggests non-experimental endogenous induction of ABA in this seedling, perhaps related to a stress response induced in this individual under control treatment conditions. Due to evidence of an ABA-induced response, this sample was removed from further analysis and only two replicates for the wildtype control were used. The removal of wt_m1_ms_3 did not affect the proportion of differentially expressed genes (DEGs) found in *mop1-1* mutant in response to ABA when compared to *Mop1* wildtype (Table S1).

**Table 1:** Summary of RNA-seq libraries per genotype and treatment

Genotype	Treatment	Replicate	Total raw reads	Clean reads	Mapped reads	% Mapped reads	Uniquely mapped reads	% Uniquely mapped reads
*Mop1* wildtype	control	1	22307497	22181351	19983179	90.09	17478905	78.80
	control	2	22220268	22103764	19606039	88.70	17123786	77.47
	control	3*^a^*	25460004	25345274	22656140	89.39	20020232	78.99
	ABA	1	22263417	22135607	19700690	89.00	17356529	78.41
	ABA	2	23131739	23008377	20776564	90.30	18613777	80.90
	ABA	3	21771139	21657574	19680237	90.87	17650923	81.50
*mop1-1* mutant	control	1	24469219	24316810	21753818	89.46	19001155	78.14
	control	2	24142476	23989219	22240405	92.71	20196523	84.19
	control	3	23023844	22878557	19890617	86.94	17579883	76.84
	ABA	1	21775951	21606778	19832862	91.79	18099998	83.77
	ABA	2	22373108	22282587	20183567	90.58	17919656	80.42
	ABA	3	21583557	21464462	19414606	90.45	17055662	79.46

a Removed from analysis.

Significant DEGs were identified in four pairwise comparisons as genes with a twofold expression change (log_2_ FC ≥ 0.95, FDR < 0.05) (Table 2). The DEGs in the four comparisons were further sub-divided into eight analysis groups based on gene expression patterns identified by making direct comparisons between genotypes and treatments (Table 2; File S1). For example, by comparing expression in wildtype plants in the presence and absence of ABA treatment, ABA-induced (Group I) and ABA-repressed (Group II) genes were detected. 

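ABA treatment of Mop1 wildtype seedlings upregulated 516 genes (Group I) and downregulated 366 (Group II). Among genes taken by the rule for named genes, the assembled gene MSTRG.29524 had the largest fitted rise. It had no count in either MS library and 10.4 ± 9.76 CPM (SD, n = 3) on ABA, at least 218-fold higher (a floor of 3 counts over the group). MSTRG.13727 rose from 0.283 ± 0.273 CPM (SD, n = 2) on MS to 50.4 ± 18.5 CPM (SD, n = 3) on ABA, a log2 FC of 7.50 (standard error 1.19, adjusted p = 0.0122 from edgeR). MSTRG.1663 fell from 9.83 ± 0.518 CPM (SD, n = 2) to 0.185 ± 0.0936 CPM (SD, n = 3), a log2 FC of -5.71 (standard error 0.79, adjusted p = 0.00509 from edgeR). The adjusted p of MSTRG.29524 was 0.0493, 0.0513 after RLE normalization and 0.0304 to 0.218 with single libraries left out; both it and MSTRG.13727 (0.00341 to 0.0732) were lost without Mop1 wildtype MS replicate 2. Group I held 162 genes without Mop1 wildtype MS replicate 2, and 314, 234 and 332 without Mop1 wildtype ABA replicates 1, 2 and 3. Group II held 694 genes without Mop1 wildtype MS replicate 1, 138 without MS replicate 2, and 157, 94 and 147 without ABA replicates 1, 2 and 3.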

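Across the 4 comparisons, 2421 genes were called in at least 1 of the 8 groups. Of these genes, 1566 belonged to a single group and 855 to more than 1. The 8 group sizes add up to 3297, of which 1731 are memberships of the 855 genes that several groups share. Among the groups, VI had the most genes called in no other comparison, 718, followed by Group V with 547. Group III had the fewest, 7, followed by Group IV with 8. The shared memberships numbered 756 without Mop1 wildtype MS replicate 2 and 1068, 879 and 1097 without Mop1 wildtype ABA replicates 1, 2 and 3.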

The total number of DEGs identified in all eight groups was 3,242 genes; however, 1,681 genes were found to be common to more than one analysis group, resulting in 1,561 DEGs unique to an individual analysis group (Table 2*)*. Analysis of the individual groups of unique DEGs revealed relationships between ABA-responsiveness and MOP1-mediated effects on transcriptional regulation in maize (Figure 1).

**Table 2:** Differentially expressed gene categories and analysis groups

Pair-wise comparison	Analysis group	Expression pattern	Significant *^a^* DEGs	2FC Significant *^a^* DEGs	Total Significant *^a^* DEGs	Total 2FC Significant *^a^* DEGs	Interpretation
*Mop1* wildtype ABA / *Mop1* wildtype MS	I	upregulated	606	506	1028	858	ABA response in wildtype
	II	downregulated	422	352			
*mop1-1* mutant MS / *Mop1* wildtype MS	III	upregulated	126	126	173	173	Response to loss of RdDM
	IV	downregulated	47	47			
*mop1-1* mutant ABA / *mop1-1* mutant MS	V	upregulated	1511	965	3118	1959	ABA response in RdDM deficient mutant
	VI	downregulated	1607	994			
*mop1-1* mutant ABA / *Mop1* wildtype ABA	VII	upregulated	197	194	256	252	Differential ABA-response in RdDM deficient mutant compared to wildtype
	VIII	downregulated	59	58			
Total DEGs					4575	3242	
Number of DEGs in more than one analysis group					2091	1681	
Number of DEGs in only one analysis group					2484	1561	

a Significant genes are DEGs with a p-value and FDR < 0.05.

**Figure 1:**
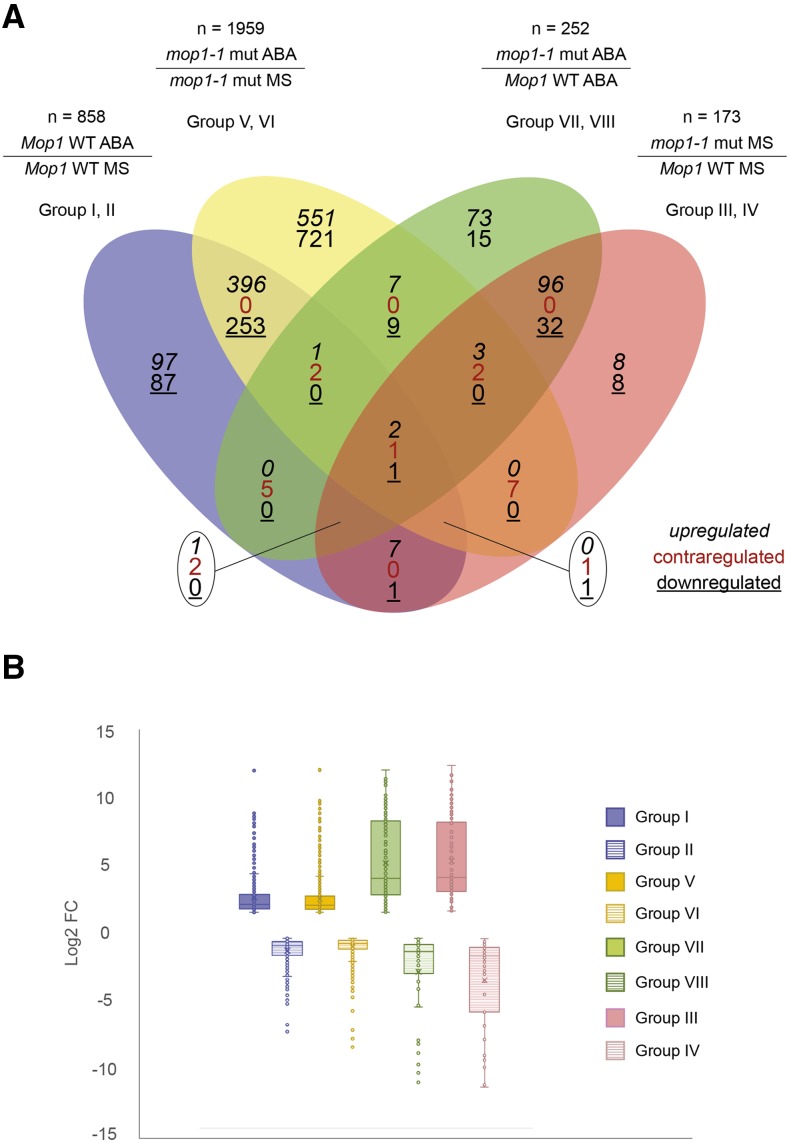
Genome-wide differential gene expression with log_2_ FC ≥ 0.95, FDR < 0.05. (a) Venn Diagram showing the overlap of differentially expressed genes (DEGs) specifying upregulated (black, italics), contra-regulated or genes that have diverse regulation polarity (red), and downregulated (black, underlined) genes in four pair-wise-comparisons. The Venn Diagram was generated using Vennplex (Cai *et al.* 2013). (b) Distribution of significant differential gene expression log2 fold change (FC) in four comparisons. Boxes encompass the upper and lower quartile log2 FC, the middle line depicts the median, the cross represents the mean, the whiskers show the maximum and minimum log2 FC values, and the dots outside the whiskers show the outliers.

In summary, several well-documented, abiotic-stress-associated responses were found to be ABA responsive in wildtype and *mop1-1* plants (Groups I and V; File S1). In addition to *Rab17*, notable examples include twelve of the twenty maize *Protein Phosphatase 2C-like class*, *group A (PP2C-A)* genes (Table S2) that are known to act as negative regulators of ABA signaling in Arabidopsis and other plant species (reviewed by Mehrotra *et al.* 2014).

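On MS medium, 128 genes were higher in mop1-1 than in Mop1 wildtype seedlings (Group III) and 48 were lower (Group IV). Many of these genes had no count in one genotype: 34 Group III genes (26.6%) had none in the Mop1 wildtype MS libraries, and 8 Group IV genes (16.7%) had none in the mop1-1 MS libraries. The median Group III gene stood at 0.483 CPM in Mop1 wildtype, and the median Group IV gene at 1.40 CPM in mop1-1. MSTRG.7610 had 13.1 ± 1.35 CPM (SD, n = 2) in Mop1 wildtype and no count in mop1-1, at least 474-fold lower (adjusted p = 1.3e-04 from edgeR). The Group IV genes were not spread evenly over the ID numbers of the assembly. Of the 47 with an assembly number, 31 fell between 7500 and 7999, a stretch that holds 1.67% of the tested assembled genes. The stretch also holds 15 of the 126 numbered Group III genes. With the Group III and IV calls reassigned at random over the assembled genes, no stretch of 500 numbers reached their joint count of 46 in any of 10000 draws (permutation p = 0.0001, the smallest they can give). The files give no positions for these genes. Group III held 71 genes without Mop1 wildtype MS replicate 1, 73 without MS replicate 2 and 85 without mop1-1 MS replicate 1.

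**Figure D1:**
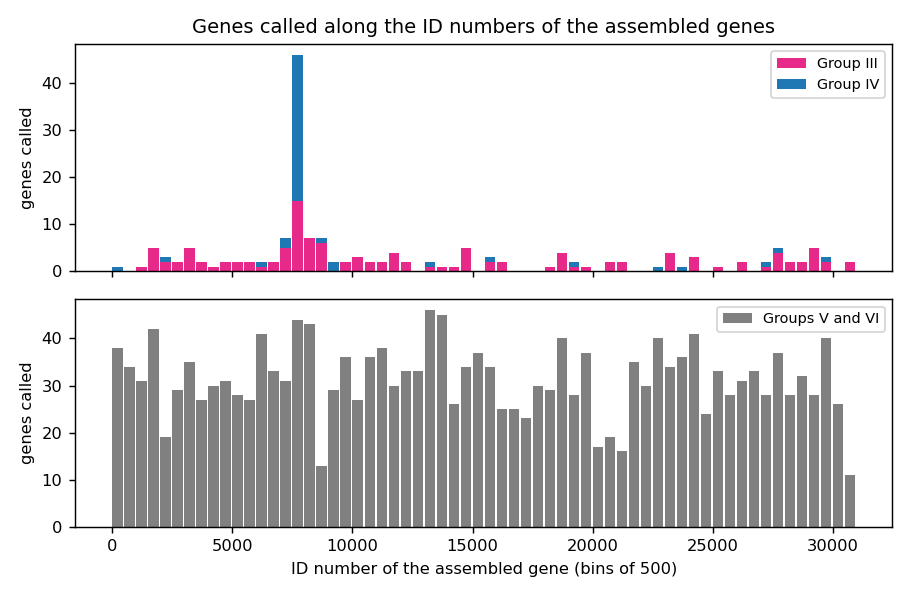
Number of genes called per bin of 500 ID numbers of the assembled genes, for Groups III and IV (stacked bars, upper panel) and for Groups V and VI together (lower panel). The bin from 7500 to 7999 holds 46 Group III and IV genes and the next highest bin 7.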

Many of the DEGs identified in untreated *mop1-1* mutants relative to untreated *Mop1* wildtype (Groups III and IV) are comparable to published *mop1-1* expression datasets (Jia *et al.* 2009; Madzima *et al.* 2014) in spite of tissue-specific expression differences that likely exist between these studies. The maize *Dng103* (Zm00001d038302) gene, an ortholog of the Arabidopsis DNA glycosylase gene *Repressor of silencing1* (*Ros1*) (Morales-Ruiz *et al.* 2006), has been shown to be downregulated in *mop1-1* shoot apical meristems (SAMs) (Jia *et al.* 2009), immature ears (Madzima *et al.* 2014), and leaves (Williams *et al.* 2015). Based on our expression criteria for DEGs, *Dng103* did not appear in Group IV as was expected, however, downregulation of *Dng103* in *mop1-1* seedlings was confirmed by RT-qPCR (Figure S3). Interestingly, *Dng103* expression was highly variable across biological replicates, and the gene appears to be upregulated in response to exogenous ABA application in wildtype but not *mop1-1* plants (Figure S3).

Genes identified in Groups I and II (ABA-responsive in WT) and Groups III and IV (MOP1-dependent) are similar to previously reported transcriptomic studies of ABA in Arabidopsis (Seki *et al.* 2002; Matsui *et al.* 2008; Liu *et al.* 2018) and MOP1 in maize (Jia *et al.* 2009; Madzima *et al.* 2014)]. Therefore, we focus herein on the novel findings of their combined regulation, identified predominantly through analysis of Groups V-VIII DEGs (Table 2).

### Loss of MOP1 amplifies ABA transcriptional responses in maize seedlings

The largest numbers of DEGs from all eight analysis groups were observed in Groups V and VI (representing 60% of all DEGs), which were identified by comparing expression in *mop1-1* mutants exposed to exogenous ABA relative to untreated mutant siblings. Groups V and VI include 965 and 994 up- and downregulated genes, respectively (Table 2). 

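In mop1-1 seedlings, ABA treatment upregulated 969 genes (Group V) and downregulated 1003 (Group VI). MSTRG.13727 was among the upregulated genes and went from 0.483 ± 0.472 CPM (SD, n = 3) on MS to 44.1 ± 22.7 CPM (SD, n = 3) on ABA, a log2 FC of 6.52 (standard error 0.92, adjusted p = 0.00336 from edgeR). The median Group V gene stood at 5.65 CPM on MS, and 13 Group V genes had no count there. The median Group VI gene stood at 7.09 CPM on ABA, and 1 gene had no count there. Groups V and VI hold 59.8% of the memberships in the 8 groups. Leaving out mop1-1 MS replicate 3 took Group VI to 557 genes.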

Of the 1959 DEGs, one-third of these (658 genes) were also differentially expressed in wildtype plants in response to exogenous ABA (Groups I and II) (Figure 1A), suggesting that these are ABA-dependent genes. 

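The response was shared in direction as well as in membership. Of the genes called for ABA in mop1-1, 676 (34.3%) were also called in Mop1 wildtype, and they make up 76.6% of the wildtype calls. Upregulated in both genotypes were 407 genes, where independent lists of these sizes would share 17.6. Downregulated in both were 269 genes, against 12.9 for independent lists. No gene was upregulated in one genotype and downregulated in the other, where 18.2 and 12.5 would be shared by independent lists. The overlap was 220 genes without Mop1 wildtype MS replicate 2 and 388, 287 and 389 without Mop1 wildtype ABA replicates 1, 2 and 3.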

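Group I genes had a median log2 FC of 1.54 (quartiles 1.23 and 2.26, mean 2.05) and Group V genes one of 1.51 (quartiles 1.19 and 2.18, mean 1.96). Among downregulated genes, Group II had a median log2 FC of -1.48 (quartiles -2.15 and -1.19, mean -1.85) and Group VI one of -1.36 (quartiles -1.75 and -1.11, mean -1.58). Of these genes, 12 in Group I and 6 in Group II had no count in the lower condition; with such genes set at their bound the 4 medians stayed as given. Every gene in the 4 groups had to pass the same fold threshold, which sets the lower end of each distribution.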

When comparing the magnitude of effect of ABA exposure on gene expression, both genotypes exhibit a similar average and distribution of fold-change in response to ABA treatment (Groups I, II, V, and VI; Figure 1B). However, a much larger number of genes meet the significance and fold-change thresholds established for these analysis groups in *mop1-1* homozygous plants compared to wildtype. This results in ∼2x more upregulated genes and ∼3x more downregulated genes in *mop1-1* mutant plants when compared to *Mop1* wildtype plants (Table 2), suggesting that the loss of MOP1 amplifies genome-wide ABA-induced changes in gene expression in maize.

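There were 1.88 times as many genes in Group V as in Group I, and 2.74 times as many in Group VI as in Group II. In simulated data, 200 genes were given the same change in both genotypes. Each gene's spread there followed the fitted trend with expression, alike in all groups. Spread particular to a gene or group was left out. A log2 change of 1 was called in 9% of them in Mop1 wildtype and in 29% in mop1-1, and one of 2 in 89.5% and 93.5%. In the data, 2178 genes were called for ABA in either genotype. The adjustment was therefore stricter in the simulation, and these shares do not carry over to the data. The 1296 genes called for ABA in mop1-1 alone moved the same way in Mop1 wildtype in 97.3% of cases, and 69.2% of them had an unadjusted p under 0.05 there. The 562 upregulated genes of this set had a median log2 FC of 1.38 in mop1-1 and 0.90 in Mop1 wildtype. For the 734 downregulated genes the medians were -1.25 and -0.80. Genes called in both genotypes, which were not chosen for a difference, had a median log2 FC of 1.77 in mop1-1 and 1.67 in Mop1 wildtype when upregulated, and of -1.66 and -1.52 when downregulated. Over all genes called for ABA in either genotype, the mop1-1 response rose with a slope of 1.14 on the wildtype response (first principal axis, across genes, which are not independent replicates). Most of these genes were called in mop1-1; the slope was 1.01 over genes called in both genotypes and 0.94 over all tested genes of at least 1 CPM.

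A direct test of the difference between the genotypes' responses found 0 genes with the quasi-likelihood test of edgeR. Of the tested genes, 830 (2.93%) had an unadjusted p under 0.05, and the smallest adjusted p was 0.562. Adjusted over the 2178 genes called for ABA in either genotype, a set chosen on the same libraries, it found 5 genes. In simulated data this test found 2.5% of genes given a log2 change of 1 in mop1-1 alone and 72% of those given 2. Finding 0 genes therefore does not show equal responses. The shares themselves do not carry over to the data, as the simulation left out spread particular to a gene or group. DESeq2 called 27 genes and the likelihood ratio test of edgeR 41. Leaving out a library gave 2 genes without Mop1 wildtype MS replicate 1, 4 without MS replicate 2, 2 without mop1-1 MS replicate 1 and 4 without mop1-1 ABA replicate 1. The calls for ABA in Mop1 wildtype, 882 in all, became 1403 without MS replicate 1, 300 without MS replicate 2, and 471, 328 and 479 without ABA replicates 1, 2 and 3; the slope was 0.84 without MS replicate 1. From the larger number of DEGs in the mutant, the paper proposes that loss of MOP1 amplifies the ABA-induced changes in gene expression.

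**Figure D2:**
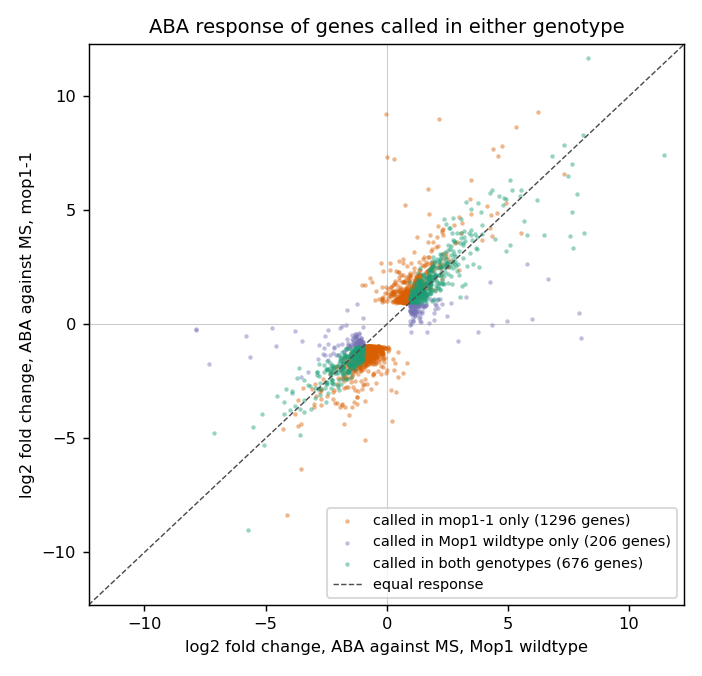
Log2 FC on ABA against MS in Mop1 wildtype (x axis) and mop1-1 (y axis) for each gene called in either genotype. The 1296 genes called in mop1-1 alone, the 206 called in Mop1 wildtype alone and the 676 called in both lie mostly in the quadrants where both genotypes move the same way.

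**Figure D3:**
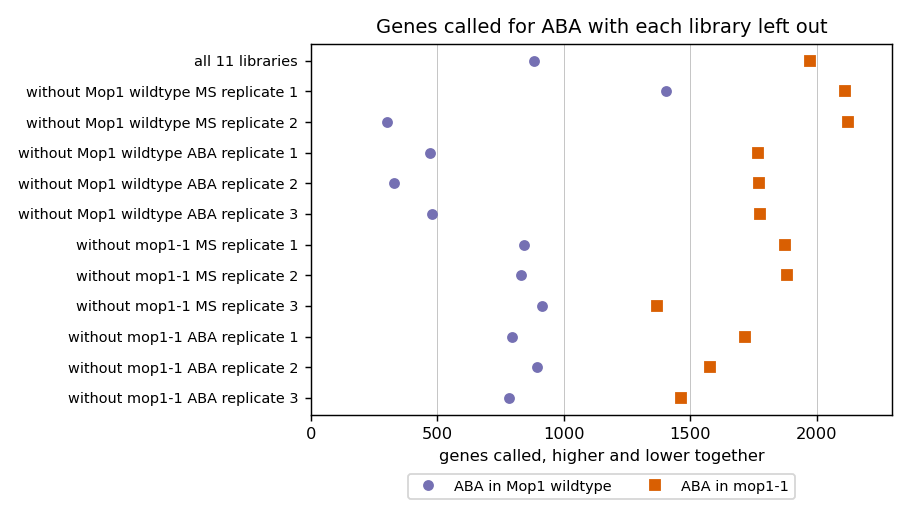
Genes called for ABA in Mop1 wildtype (circles) and in mop1-1 (squares) with all 11 libraries and with each library left out. The wildtype count ranges from 300 to 1403 and the mop1-1 count from 1367 to 2123.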

### In the absence of MOP1, ABA induces differential expression of a unique subset of genes and distinct functional categories

A direct comparison of the ABA response in homozygous *mop1-1* plants *vs.* wildtype allows for the identification of 252 genes that are differentially expressed between these two genotypes in the presence of exogenous ABA (Groups VII and VIII; Table 2). Specifically, there were 194 up- and 58 downregulated DEGs in ABA-treated *mop1-1* compared to wildtype. Of these 252 genes, 128 were also included in Groups III and IV (Figure 1A), indicating that these genes were differentially expressed in *mop1-1* homozygous plants in a similar manner with or without ABA treatment.

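On ABA, 204 genes were higher in mop1-1 than in Mop1 wildtype (Group VII) and 63 were lower (Group VIII). Group VII genes had a median log2 FC of 3.49, which was unchanged with genes at 0 set at their bound, and 58 of them (28.4%) had no count in the Mop1 wildtype ABA libraries. Group VIII genes had a median log2 FC of -1.85, and 8 had no count in mop1-1 on ABA. MSTRG.7610 remained without counts in mop1-1 on ABA, against 11.6 ± 1.24 CPM (SD, n = 3) in Mop1 wildtype, at least 400-fold lower (adjusted p = 6.67e-05 from edgeR). The ID numbers from 7500 to 7999 held 38 of the 63 Group VIII genes and 24 of the 198 numbered Group VII genes. Group VII held 128 genes without Mop1 wildtype ABA replicate 1 and 129 without replicate 2, and Group VIII 34 and 41 without the same libraries.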

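Of the 267 genes that differed between the genotypes on ABA, 142 also differed on MS. Higher in mop1-1 under both treatments were 108 genes, where independent lists of these sizes would share 0.920. Lower in mop1-1 under both were 34 genes, against 0.107 for independent lists. No gene was higher in mop1-1 under one treatment and lower under the other. These comparisons share no library. The shared genes numbered 83 without Mop1 wildtype MS replicate 1 and 89 without MS replicate 2.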

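Some genes passed the thresholds between the genotypes on ABA and in no other comparison: 80 were higher in mop1-1 and 19 lower. The 80 genes had a median log2 FC of 3.72 on ABA (3.64 with the 25 genes that had no count in Mop1 wildtype set at their bound) and of 2.83 on MS (2.69 with 22 genes at their bound). Of the 99 genes, 99.0% had the same sign on MS and 84 had an unadjusted p under 0.05 there. Whether a genotype effect differs between ABA and MS is what the interaction tests, and these genes were not shown to differ by it. The number of such genes was 172 and 167 without Mop1 wildtype MS replicates 1 and 2, 33, 35 and 47 without Mop1 wildtype ABA replicates 1, 2 and 3, and 56 and 52 without mop1-1 ABA replicates 2 and 3. It was 164 with DESeq2, 177 with the likelihood ratio test and 164 in a fit of the compared groups alone.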

Of the 252 genes, one third (88 genes) were uniquely differentially expressed in these groups and not detected by other comparisons. These 88 genes would not have been identified as differentially expressed if gene expression had not been analyzed in the absence of MOP1 and the presence of ABA simultaneously. Genes in this category include specific members of the abiotic stress-responsive LATE EMBRYOGENESIS ABUNDANT (LEA), dehydrins, Glucosyltransferase/Rab-like GTPase activator/Myotubularin (GRAM) and VQ gene families that were uniquely upregulated in response to ABA in *mop1-1* mutants (Table 3). The unique expression patterns of genes with predicted physiological and developmental roles suggests that plants experiencing a loss of MOP1 together with the induction of ABA responses may have biological consequences. To explore this further, the identity and predicted function of DEGs across the different analysis groups were characterized.

**Table 3:** Abiotic stress-responsive LEA, Dehydrins, GRAM and VQ genes uniquely upregulated in response to ABA in *mop1-1* mutant

*mop1-1* Mutant Unique			
Gene Family	Gene name	Gene ID	log_2_FC
Late Embryogenesis Abundant (LEA)	Embryonic protein DC-8	Zm00001d002360	3.83
	LEA5-D-like	Zm00001d040659	1.82
	putative desiccation-related protein *LEA14*	Zm00001d009700	1.04
	**-**	Zm00001d032620	1.04
Dehydrins	*Dhn3*	Zm00001d051420	1.56
	*COR410*	Zm00001d017547	2.01
GRAM	**-**	Zm00001d023664	1.56
	**-**	Zm00001d032636	1.15
VQ	*ZmVQ13*	Zm00001d00208	1.39
	*ZmVQ29*	Zm00001d015397	1.20
	*ZmVQ53*	Zm00001d046961	1.58
	*ZmVQ58*	Zm00001d023269	2.18

Gene ontology (GO) analysis was used to predict the biological processes (BP) of annotated genes in each of the 8 analysis groups. Only genes from Groups I, II, V, and VI met the enrichment criteria for GO analysis (see Methods). More than 85% of the genes were annotated in these groups, resulting in 17 GO terms for Group I, 11 for Group II, 22 for Group V and 28 for Group VI (Table S4).

Consistent with response to ABA induction, the most prevalent GO term present across all four groups was ‘response to stimulus’ (GO:0050896; FDR ≤ 7E-05; File S2). Noteably, Group VI genes, which are downregulated in the *mop1-1* homozygous seedlings treated with ABA, were enriched with unique diverse GO terms such as growth, development, and reproduction, when compared to the other three groups (FDR ≤ 0.049; Figure 2). The enrichment of development-related genes that are differentially expressed between mutants and wildtype may be related to the pleiotropic developmental defective phenotypes observed in *mop1-1* and the many genes mis-regulated as a consequence of the loss of MOP1 activity (Dorweiler *et al.* 2000; Jia *et al.* 2009; Madzima *et al.* 2014).

**Figure 2:**
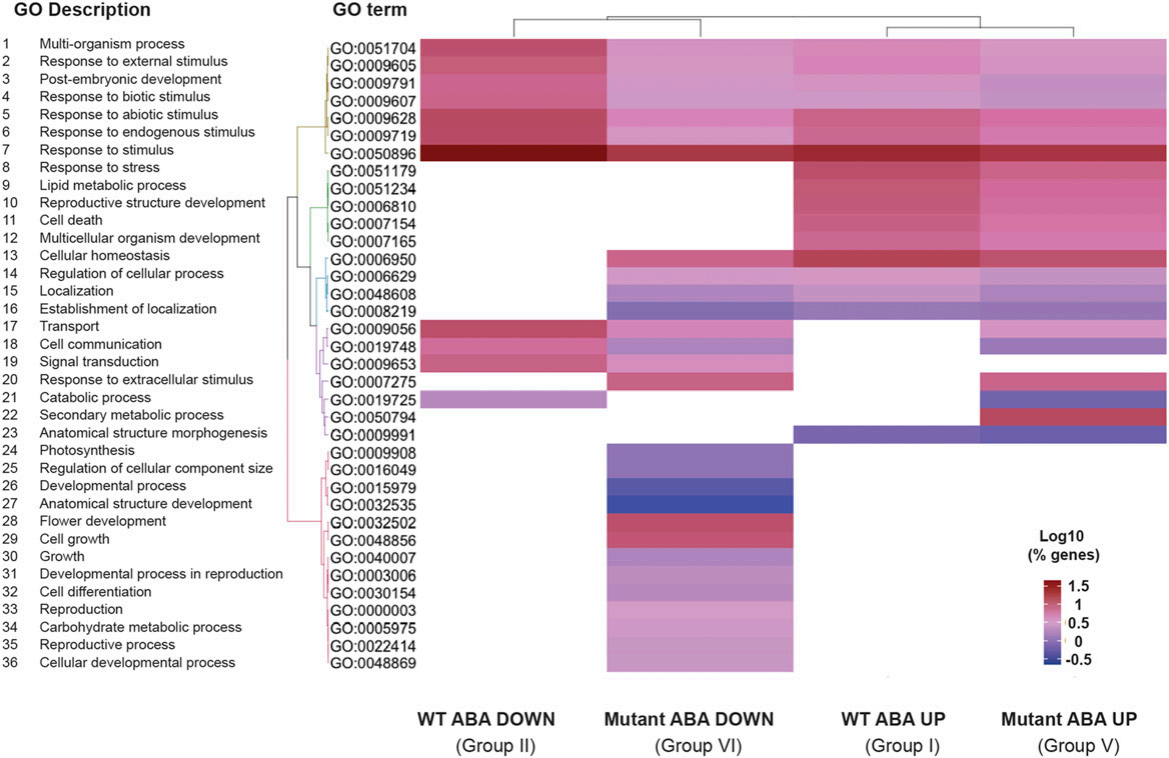
Enriched biological process Gene Ontology (GO) terms in differentially expressed genes (DEGs) (File S2). Comparisons were made between analysis Groups I, II, V, and VI (Table 2). Hierarchical clustering of log_10_ (% genes) of significant GO terms enriched in each expression comparison (FDR < 0.05, minimum of 10 genes per GO term). No color (white) shows no particular GO term enrichment in the dataset.

### Hierarchically organized transcription factors are uniquely differentially expressed in response to ABA in the mop1-1 genotype

The amplified response to ABA observed in the *mop1-1* homozygous plants might be due to the combined consequences of direct and indirect effects. MOP1 and ABA treatment might each directly induce a subset of transcriptional changes that in turn activate a cascade of additional responses in maize. Transcription factors (TFs) are key regulators of the transcriptional activity of genes involved in networks that are fundamental for plant growth and development, as well as responses to stress stimuli, and might therefore induce secondary effects in such a cascade.

In response to ABA, a total of 90 transcription factors were induced in both the *Mop1* and *mop1-1* genotypes, or unique to one genotype (Table 4), including genes corresponding to the Zinc-finger (ZF), APETALA2/Ethylene-Responsive Element Binding Protein (AP2/EREBP), Basic Leucine Zipper (bZIP), Myeloblastosis (MYB), Homeobox (HB), and Heat Shock Factor (HSFTF) families of TFs (Table 4). For example, the AP2/EREBP superfamily is one of the largest known to play a critical role in abiotic stress responses in plants (Mizoi *et al.* 2012). Of the AP2/EREBP TFs identified in this study, most are upregulated in response to ABA (Table 4). Of these 90 TFs, 32 were found to be upregulated in response to ABA in both mutant and wildtype genotypes, whereas 51 TFs were upregulated in response to ABA only in *mop1-1* (Table 4). 

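Table 4 lists 3 transcription factors found by ID among the counts, all as upregulated in mop1-1 alone, and all passed the threshold in mop1-1 and not in Mop1 wildtype. They are the bZIP factor Bzip29 (Zm00001d034571), the WRKY factor Wrky81 (Zm00001d043060) and Arftf29 (Zm00001d026540). Bzip29 rose from 0.329 ± 0.236 to 1.68 ± 0.658 CPM in mop1-1 (SD, n = 3 each), a log2 FC of 2.36 (standard error 0.56, adjusted p = 0.0219 from edgeR). Wrky81 rose from 0.405 ± 0.198 to 1.31 ± 0.380 CPM (SD, n = 3 each), a log2 FC of 1.68 (standard error 0.46, adjusted p = 0.0375 from edgeR). Arftf29 rose from 2.24 ± 0.369 to 4.52 ± 0.610 CPM (SD, n = 3 each), a log2 FC of 1.01 (standard error 0.28, adjusted p = 0.0427 from edgeR). In Mop1 wildtype the log2 FC was 1.34 for Bzip29 (adjusted p = 0.282), 0.88 for Wrky81 (0.384) and 0.73 for Arftf29 (0.245). The unadjusted p of the difference between the genotypes' responses from the edgeR interaction test was 0.242, 0.266 and 0.524, so the responses were not shown to differ. The study chose these genes on the same libraries, so their direction is not independent evidence. With single libraries left out, the adjusted p in mop1-1 ranged from 0.0135 to 0.0795 for Bzip29 (highest without mop1-1 ABA replicate 2), from 0.0291 to 0.129 for Wrky81 (without mop1-1 ABA replicate 3) and from 0.0247 to 0.129 for Arftf29 (without mop1-1 MS replicate 3).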

Other members of the same families of TFs were identified as downregulated in response to ABA treatment (72 TFs, Table 5). The majority of these (50 genes) were uniquely downregulated in the *mop1-1* mutant (Table 5), presumably through negative regulation directed by ABA-responsive and MOP1-silenced TFs. Another noteable observation from this analysis was that members of the NAC family of TFs, known to be responsive to ABA and dehydration (Nakashima *et al.* 2009), were exclusively differentially expressed in response to ABA in the *mop1-1* mutant (Tables 4 and 5).

**Table 4:** Transcription factor (TF) families upregulated in *Mop1* wildtype and *mop1-1* mutant in response to ABA (Groups I, V)

	*Mop1* Wildtype Unique		Common in WT and Mutant		*mop1-1* Mutant Unique	
TF Family	Gene name	Gene id	Gene name	Gene id	Gene name	Gene id
Ethylene-Responsive Element Binding (EREB): AP2/ERF, DREB/CBF, and RAV subfamily			*Ereb60*	Zm00001d032144	*Ereb13*	Zm00001d052152
			*Ereb106*	Zm00001d048991	*Ereb34*	Zm00001d039077
			*Ereb111*	Zm00001d053195	*Ereb69*	Zm00001d037941
			*Ereb122*	Zm00001d045204	*Ereb126*	Zm00001d043782
			*Ereb147*	Zm00001d043205	*Ereb133*	Zm00001d038320
			*Ereb156*	Zm00001d026447	*Ereb162*	Zm00001d038907
			*Ereb186*	Zm00001d008872	*Ereb179*	Zm00001d027924
			*Dhn1*	Zm00001d037894	*Ereb202*	Zm00001d005798
					*Dbf1*	Zm00001d032295
					*Abi13*	Zm00001d011639
					*Abi35*	Zm00001d017112
No apical meristem, ATAF1 and Cup-shaped cotyledon (NAC)					*Nactf25*	Zm00001d023294
					*Nactf30*	Zm00001d016950
					*Nactf40*	Zm00001d050893
					*Nactf60*	Zm00001d013003
					*Nactf118*	Zm00001d008399
Myeloblastosis (MYB)	*Glk16*	Zm00001d001936	*Myb26*	Zm00001d017383	*Myb22*	Zm00001d008528
	*Myb153*	Zm00001d019712	*Myb112*	Zm00001d046632	*Myb50*	Zm00001d015614
			*Myb159*	Zm00001d020408	*Myb1066*	Zm00001d037334
			*Myb162*	Zm00001d020457	*Myb132*	Zm00001d025864
					*Myb158*	Zm00001d036768
					*Myb166*	Zm00001d051267
					*Mybr24*	Zm00001d008808
					*Mybr55*	Zm00001d012285
					*Mybr58*	Zm00001d051480
					*Glk25*	Zm00001d010634
					*Fdl1*	Zm00001d022227
basic Leucine Zipper Domain (bZIP)	*Bzip45*	Zm00001d030577	*Bzip1*	Zm00001d043992	*Bzip9*	Zm00001d020025
			*Bzip4*	Zm00001d018178	*Bzip10*	Zm00001d023507
			*Bzip49*	Zm00001d031790	*Bzip27*	Zm00001d002143
			*Bzip95*	Zm00001d042721	*Bzip29*	Zm00001d034571
			*Bzip102*	Zm00001d043117	*Bzip76*	Zm00001d036736
			*Gbf1*	Zm00001d039065	*Bzip107*	Zm00001d024160
				Zm00001d042899		
WRKY	*Wrky38*	Zm00001d005622			*Wrky32*	Zm00001d028962
					*Wrky80*	Zm00001d008793
					*Wrky81*	Zm00001d043060
basic Helix-Loop-Helix (BHLH)	*Bhlh41*	Zm00001d007311	*Bhlh144*	Zm00001d004095	*Bhlh20*	Zm00001d005841
			*Bhlh160*	Zm00001d027987	*Bhlh132*	Zm00001d042482
			*Bhlh165*	Zm00001d049870	*Bhlh152*	Zm00001d016873
						Zm00001d048901
Homeobox (HB)			*Hb41*	Zm00001d017422	*Hb5*	Zm00001d027991
			*Hb52*	Zm00001d008869		Zm00001d002782
			*Hb62*	Zm00001d047995		
			*Hb70*	Zm00001d025964		
			*Hb78*	Zm00001d029934		
Heat Shock Factor TF (HSFTF)			*Hsftf18*	Zm00001d016255	*Hsftf3*	Zm00001d044259
			*Hsftf28*	Zm00001d046299		
Squamosa-promoter Binding Protein (SBP)			*Sbp29*	Zm00001d021573	*Sbp7*	Zm00001d052905
					*Sbp18*	Zm00001d012015
Nuclear Factor Y (NF-Y)			*Cadtfr6*	Zm00001d006813	*Ca2p1*	Zm00001d013501
Ethylene-Insensitive-Like (EIL)					*Eil8*	Zm00001d016924
Auxin/IAA			*Iaa44*	Zm00001d026480		
Other TFs	*Tcptf24*	Zm00001d008919			*Arftf29*	Zm00001d026540
		Zm00001d036533			*Bzr9*	Zm00001d027587
					*Mads45*	Zm00001d035053
					*Platz11*	Zm00001d017682

**Table 5:** Transcription factor (TF) families downregulated in *Mop1* wildtype and *mop1-1* mutant (Groups II, VI)

TF Family	*Mop1* WT Unique		Common in WT and Mutant		*mop1-1* Mutant Unique	
	Gene name	Gene id	Gene name	Gene id	Gene name	Gene id
EREB			*Ereb190*	Zm00001d026486	*Ereb46*	Zm00001d015759
					*Ereb143*	Zm00001d020540
NAC					*Nactf62*	Zm00001d034984
					*Nactf92*	Zm00001d050039
					*Nactf103*	Zm00001d002934
					*Nactf121*	Zm00001d021424
MYB	*Myb154*	Zm00001d047671	*Glk52*	Zm00001d026542	*Myb11*	Zm00001d022628
			*Myb42*	Zm00001d053220	*Myb23*	Zm00001d022259
			*Myb63*	Zm00001d052804	*Myb27*	Zm00001d044538
					*Myb38*	Zm00001d032024
					*Mybr78*	Zm00001d017782
					*Myb109*	Zm00001d023932
					*Myb131*	Zm00001d039496
					*Myb164*	Zm00001d031270
bZIP			*Bzip20*	Zm00001d012719	*Bzip53*	Zm00001d043420
			*Bzip84*	Zm00001d053988	*Bzip61*	Zm00001d015743
			*Bzip89*	Zm00001d016154		
WRKY					*Wrky20*	Zm00001d009698
					*Wrky100*	Zm00001d038761
BHLH			*Bhlh47*	Zm00001d034298	*Bhlh25*	Zm00001d044242
			*Bhlh173*	Zm00001d031665	*Bhlh30*	Zm00001d018056
					*Bhlh33*	Zm00001d005939
					*Bhlh97*	Zm00001d048309
					*Bhlh143*	Zm00001d047878
HB					*Glk53*	Zm00001d015407
					*Hb21*	Zm00001d046223
					*Hb122*	Zm00001d026537
						Zm00001d049000
HSFTF			*Hsftf25*	Zm00001d011406	*Hsftf13*	Zm00001d027757
NF-Y					*Ca5p15*	Zm00001d039581
EIL					*Eil2*	Zm00001d007188
IAA			*Iaa3*	Zm00001d033319		
Other TF			*Crr2*	Zm00001d026594	*Gbptf21*	Zm00001d040254
					*Irl1*	Zm00001d040173
					*Ptac12*	Zm00001d043325
					*Rack1*	Zm00001d038923
Zinc-Fingers		Zm00001d035195	*Dbb2*	Zm00001d002806	*C3h3*	Zm00001d039101
		Zm00001d037023		Zm00001d004439	*C3h21*	Zm00001d044074
				Zm00001d049625	*Col4*	Zm00001d045661
				Zm00001d048214	*Col10*	Zm00001d037327
				Zm00001d049525	*Id1*	Zm00001d032922
				Zm00001d016721	*Gata13*	Zm00001d012757
				Zm00001d006879		Zm00001d052883
						Zm00001d052918
						Zm00001d017871
						Zm00001d027684
						Zm00001d037974
						Zm00001d039579
						Zm00001d043422
						Zm00001d043728
						Zm00001d045454
						Zm00001d046289

A recent analysis of transcriptional responses to ABA and TF binding events in Arabidopsis suggests a hierarchical model of regulation, with three tiers of TFs and a set of target genes thought to directly impact physiological responses (Song *et al.* 2016). An implication of this model would be that a higher tier TF might induce a substantial cascade of effects by modulating expression of many genes in downstream tiers.

To see if this hierarchical model could be adapted to MOP1- and ABA-mediated transcriptional responses, maize genes homologous to the TFs in the Song *et al.* (2016) model were identified in *Mop1* and *mop1-1* up- and downregulated genes using a list of maize orthologs of Arabidopsis genes generated in an earlier study (Huang *et al.* 2017) (File S3). Of the ten Tier 1 TF families in the Arabidopsis study, six were represented in our maize seedling dataset with one or more homologous genes (| log_2_ FC | ≥ 0.8, FDR < 0.05; File S3). Three of the six Tier 2 TFs and two of the five Tier 3 TFs had one or more homologs that were differentially expressed in maize seedlings exposed to ABA (| log_2_ FC | ≥ 0.91, FDR < 0.05; File S3). A total of 30 maize genes were identified as differentially expressed in maize seedlings and shared homology with the target genes identified by the hierarchical model (| log_2_ FC | ≥ 0.75, FDR < 0.05; File S3). A previously constructed gene regulatory network (GRN) (Huang *et al.* 2018) was used to predict the regulatory relationships between these maize genes in seed, shoot apical meristem, root, and leaf tissues (File S4). The connectivity of this network supports the idea that these genes are part of a regulatory network (Figure 3), and the gene expression responses observed in this study may result from several scenarios ranging from primary and secondary transcriptional responses to disruption or stimulus in a hierarchical network.

**Figure 3:**
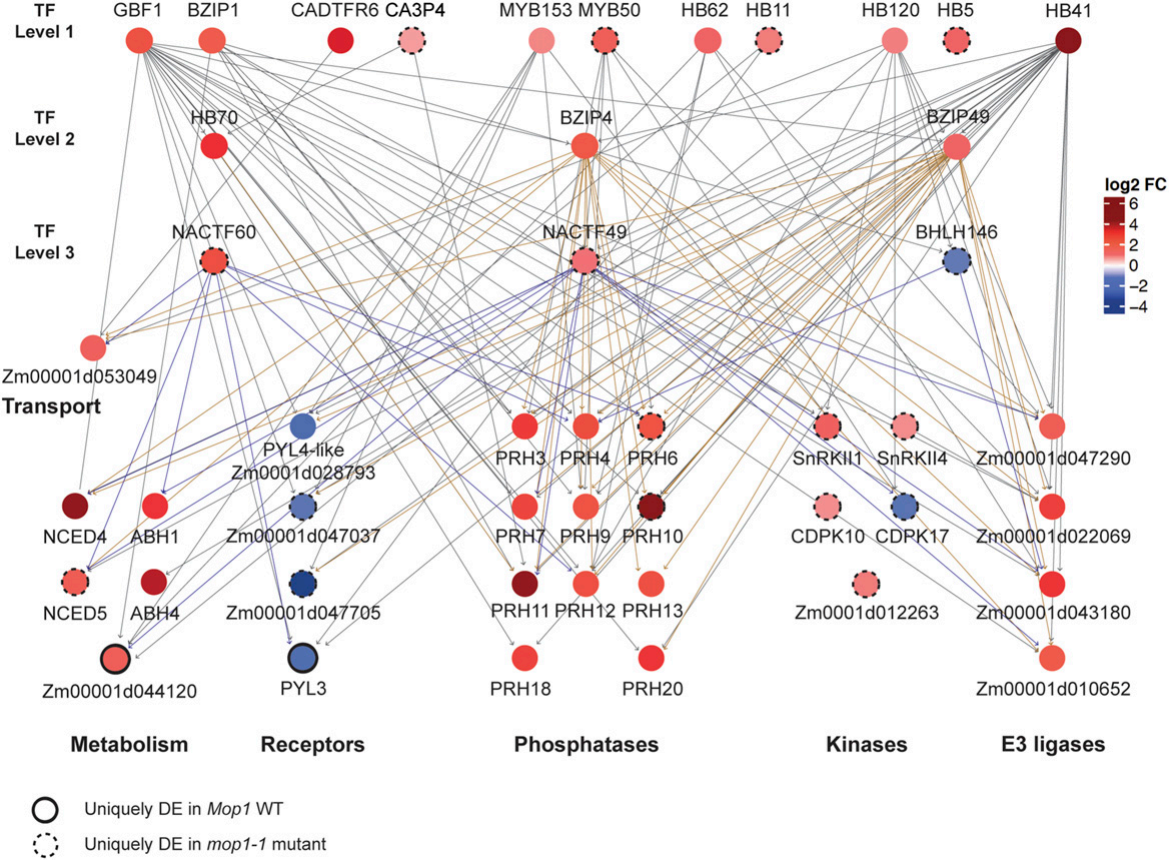
Model of maize transcription factor hierarchical network. Maize genes orthologous to Arabidopsis genes in a hierarchical, ABA-responsive network (Song *et al.* 2016) were identified among ABA-responsive DEGs in *Mop1* wildtype and *mop1-1* plants. Transcription Factors are separated in three levels based on the Arabidopsis hierarchical regulatory model (TF level 1, 2, and 3). Target genes are clustered by function (Transport, Metabolism, Receptors, Phosphatases, Kinases, and E3 ligases). Node color corresponds to log_2_FC. Nodes that lack a border are differentially expressed in both wildtype and mutant in response to ABA; nodes with a dotted border are differentially expressed only in the *mop1-1* mutant; and nodes with solid borders are differentially expressed only in wildtype.

### Mop1 wildtype plants exhibit context-dependent ABA-induced cytosine methylation at specific loci, including particular families of transposons

The canonical model for MOP1-activity is based on a predicted role for MOP1 in RdDM-mediated gene silencing in which *mop1-1* homozygous plants display a (1) reduction in 24-nt siRNAs (Nobuta *et al.* 2008; Gent *et al.* 2014) and (2) reduced CHH methylation (Gent *et al.* 2014; Li *et al.* 2014).

To profile MOP1-dependent 24-nt siRNAs, we used publicly available datasets (Wang *et al.* 2017) to determine if upregulated genes were more likely to have hallmarks of direct regulation by MOP1 than downregulated genes. Genes that are differentially expressed in response to ABA in wildtype but not *mop1-1* homozygous plants might be examples of regulatory events that are ABA-responsive and MOP1-dependent. Two hundred (200) genes are uniquely differentially expressed in wildtype in response to ABA. These 200 genes include 105 upregulated and 95 downregulated ABA-responsive genes in *Mop1* wildtype that are not detected as differentially expressed in ABA-induced *mop1-1* mutants; identified from a comparison of Groups I and II *vs.* Groups V and VI (Figure 1A). 

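In the counts used here, 206 genes were called for ABA in Mop1 wildtype and not in mop1-1: 109 were upregulated and 97 downregulated. DESeq2 gave 507 such genes and the likelihood ratio test 501. The upregulated genes had a median log2 FC of 1.23 in Mop1 wildtype and 0.74 in mop1-1. The downregulated genes had medians of -1.33 and -0.79. Both sets were chosen for passing the threshold in Mop1 wildtype and not in mop1-1, so smaller medians in mop1-1 are built into the choice. In mop1-1, 95.1% of the 206 genes had the same sign as in Mop1 wildtype and 70.4% had an unadjusted p under 0.05. Without Mop1 wildtype MS replicate 1 the upregulated and downregulated genes of this kind numbered 259 and 347, without MS replicate 2 they numbered 32 and 48, and without ABA replicates 1, 2 and 3 they numbered 46 and 37, 25 and 16, and 56 and 34.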

Eighty-six percent (86%; 171 genes) of the MOP1-dependent ABA-responsive genes had a known gene identifier. Of these 171 genes, 26.08% (24/92 upregulated genes, Group I) and 26.58% (21/79 downregulated genes, Group II) showed a depletion of MOP1-dependent 24-nt siRNAs in their promoter regions in the *mop1-1* mutant when compared to *Mop1* wildtype, respectively (Table 6). Although potentially limited by tissue-specific differences between the siRNA datasets and expression analysis in this study, there was no apparent relationship between MOP1-dependent siRNAs and upregulation in *mop1-1* mutants.

**Table 6:** 24-nt siRNA depletion percentage in *mop1-1* mutant in the 5′ proximal promoter region (2 kb upstream of TSS) of differentially expressed genes

Pair-wise comparison	Group	Subgroup	No. of total genes with gene model in group/subgroup	No. of genes with siRNA in 5′ proximal promoter	% siRNA depleted genes in *mop1-1* mutant
*Mop1* wildtype ABA / wildtype MS	I	All genes	470	108	22.98
		Unique to WT	89	24	26.97
	II	All genes	304	70	23.03
		Unique to WT	78	21	26.92
*mop1-1* mutant MS /*Mop1* wildtype MS	III	All genes	57	17	29.82
	IV	All genes	32	12	37.50
*mop1-1* mutant ABA / mutant MS	V	All genes	894	213	23.83
		Unique to *mop1-1*	516	129	25.00
	VI	All genes	893	185	20.71
		Unique to *mop1-1*	668	136	20.36
*mop1-1* mutant ABA /*Mop1* wildtype ABA	VII	All genes	83	19	22.89
	VIII	All genes	44	15	34.09
Upregulated genes in *mop1-1* mutant	III, V, VII	All genes	977	231	23.64
		Unique to *mop1-1*	596	147	24.67
Downregulated genes in *mop1-1* mutant	IV, VI, VIII	All genes	938	200	21.32
		Unique to *mop1-1*	712	151	21.21
	**Genome-wide**	**All genes**	**44,301**	**7,844**	**17.71**

To profile cytosine methylation changes, *Mop1* wildtype and *mop1-1* mutant seedlings subjected to ABA treatment or MS control were also used in a sequence-capture bisulfite sequencing approach (Li *et al.* 2014). This experiment allowed us to survey ABA-induced cytosine methylation in maize, as well as to explore the role of MOP1-mediated RdDM in ABA-induced epigenetic responses. 

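Sequence-capture bisulfite sequencing (SeqCap) enriches chosen regions with probes before bisulfite treatment, which turns unmethylated cytosines into bases read as thymine. The files hold 6 libraries from 10-day-old seedlings after 7 h in MS medium or MS medium with 50 µM ABA: B73, Mop1 wildtype and mop1-1, each on MS and on ABA. The B73 samples are so called in their titles and in the paper, but their genotype label gives homozygous Mop1 wildtype, so what is said of B73 rests on the titles. With 1 library per condition, every comparison is between libraries, and differences between plants of one condition could not be measured. The authors aligned the reads to B73 RefGen_v4 with BSMAP and kept uniquely mapped reads. Their deposited values give, for each 100 bp tile of the 2 kb upstream of a transcription start site (TSS) and each context, the fraction of methylated reads, the mean coverage and the number of cytosine sites. The product of the 3 values was a whole number in 100% of tiles (within 0.01), so methylated and unmethylated cytosine calls could be counted. A call is one cytosine site on one read, so a read over several sites gives several calls. Where reads are counted or summed below, these calls are meant.

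Tiles with at least 2x coverage and at least 2 sites were kept. The paper sets the same 2 minimums for promoters of DEGs and adds a minimum level (10% for CG and CHG, 1% for CHH), which is an alternative here. For CHH these were 126163 tiles in B73 on MS, 115834 in B73 on ABA, 313352 in Mop1 wildtype on MS, 232374 in Mop1 wildtype on ABA, 284342 in mop1-1 on MS and 248644 in mop1-1 on ABA. The median coverage was 4.07 to 4.50, with a median of 97 to 102 CHH calls per tile. Because the libraries cover different tiles, levels were compared as means over tiles that passed in all 6 libraries: 75840 for CG, 77111 for CHG and 81355 for CHH. Summed over those tiles, the CHH calls of Mop1 wildtype on MS were methylated at 5.32%, with a 95% Wilson interval of 5.31% to 5.33%. Such intervals cover counting error only, since each condition has 1 library. Any reads that are PCR copies of one molecule would make them too narrow. These intervals and the Fisher tests take the calls as independent. Calls on one read are not, so both can understate the uncertainty. Chloroplast tiles, whose cytosines serve as a control for conversion, had 0.219% to 0.516% of CHH reads methylated. Between 30 and 45 Mb of chromosome 2 the mop1-1 libraries had 0.451 times the share of covered tiles of the Mop1 wildtype libraries, while the median window of 5 Mb elsewhere had 1.01 times.

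**Figure D4:**
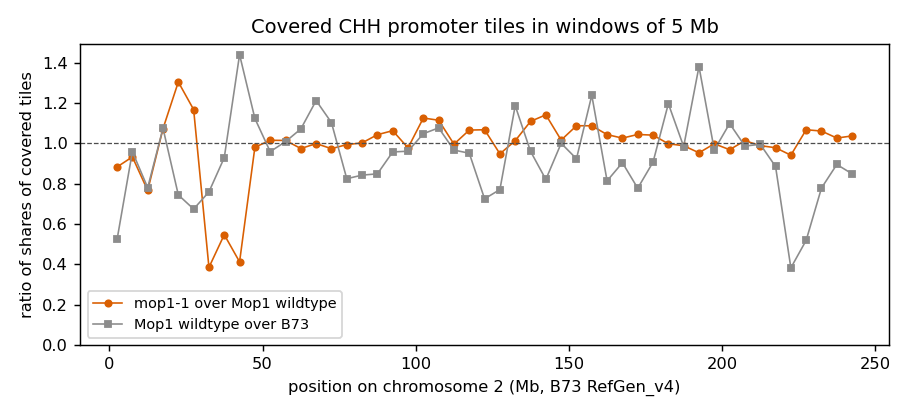
Share of covered CHH promoter tiles in windows of 5 Mb along chromosome 2 (x axis, Mb of B73 RefGen_v4), as the ratio of mop1-1 over Mop1 wildtype (circles) and of Mop1 wildtype over B73 (squares). The 3 windows from 30 to 45 Mb are the only ones of 420 in the genome with a mop1-1 ratio under 0.75.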

The captured regions were selected based on several criteria as previously described (Han *et al.* 2018) and included a total of 21,822 loci with a mean length of ∼285 bp, representing ∼15 Mb (<1% of the B73 maize genome), and were aligned to the B73v4 reference genome (Jiao *et al.* 2017).

Consistent with the previously described loss of RdDM activity in *mop1-1* mutants (Gent *et al.* 2014; Li *et al.* 2014), the biggest difference in cytosine methylation in our control samples was observed in the CHH context (68% CHH reduction in *mop1-1* mutants relative to wildtype; compared to 14% CHG and 3% CG) (comparison D, Figure 4A). 

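Promoters of mop1-1 seedlings on MS had a mean CHH level of 2.67%, against 5.77% in Mop1 wildtype, a relative difference of -53.7%. CHG was at 45.5% against 49.5% (-8.10%) and CG at 60.4% against 62.7% (-3.69%). The CHH difference was of like size on each of the 10 chromosomes, from -51.6% to -55.3%. CHH was lower in mop1-1 in 62.5% of tiles and higher in 34.3%. Of 425642 tiles with at least 10 cytosine calls in both libraries, 33426 had less CHH methylation in mop1-1 and 1291 had more at an adjusted p of at most 0.05 (Fisher's exact test per tile). Of 104 promoters of genes the paper names, 40 were lower in mop1-1 and none was higher by the same test over summed reads (exact, adjusted over the 104). The promoter of the dehydrin gene COR410 (Zm00001d017547, chromosome 5, 199272496 to 199274495) had 0.983% (0.690% to 1.40%, 95% Wilson) in mop1-1 and 12.7% (11.8% to 13.6%) in Mop1 wildtype. On ABA the mop1-1 levels differed from Mop1 wildtype by -63.0% for CHH, -12.0% for CHG and -3.14% for CG. The direction of the CHG and CG values on MS depends on the average: with reads summed over tiles they were 7.12% and 15.9%, and over each library's own tiles 6.55% and 11.4%. On ABA, CG became 10.7% and 6.61% and CHG -2.17% and -2.22% under the same settings.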

Interestingly, a slight increase in methylation in response to ABA treatment was observed in the CHG and CHH sequence contexts (1.6% and 11.1% respectively; comparison A, Figure 4A) in a unique manner in *Mop1* wildtype plants, suggesting ABA-induced cytosine methylation at specific loci. It is worth noting that *Mop1* wildtype plants introgressed into the B73 genome had lower than average CHH methylation compared to B73 plants treated with MS or ABA (Figure 4B) and the methylated CHH (mCHH) increase in the *Mop1* WT promoter region in response to ABA is similar to the untreated B73 methylation level. 

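Mop1 wildtype promoters had a mean CHH level of 6.60% on ABA, higher by 14.2% than their level on MS. The CHG level was 50.5% on ABA, a relative difference of 2.0%, and the CG level was 62.4%, a relative difference of -0.509%. CHH was higher on ABA in 55.3% of tiles and lower in 41.9%, and the relative difference on single chromosomes ranged from 12.7% to 16.2%. Of 364563 tiles tested between the libraries, 4900 had more CHH methylation on ABA and 1195 had less (Fisher's exact test, adjusted p of at most 0.05). Among the 104 named promoters, 12 were higher and 6 lower on ABA. The promoter of the homeobox gene Hb5 (Zm00001d027991, chromosome 1, 19582556 to 19584555) was at 15.1% (11.4% to 19.8%, 95% Wilson) on ABA and 5.50% (3.62% to 8.26%) on MS, with an adjusted p of 6.65e-04 from Fisher's exact test. That of the AP2/EREBP gene Ereb60 (Zm00001d032144, chromosome 1, 214380573 to 214382572) was at 8.28% and 2.54% (adjusted p = 0.00715). The bHLH gene Bhlh47 (Zm00001d034298, chromosome 1, 288725239 to 288727238) went the other way, with 5.21% on ABA and 14.7% on MS (adjusted p = 2.48e-04). The CHG value turned to -3.15% with reads summed over tiles and to -2.15% over each library's own tiles, and the CG value became -5.34% and -5.70%, while the CHH value stayed positive under every setting run.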

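On tiles covered in all 6 libraries, untreated Mop1 wildtype had more CHH methylation than untreated B73, by 10.7%. B73 stood at 5.22% on MS and at 5.23% on ABA. When each library was averaged over its own tiles, the order turned: Mop1 wildtype on MS had 3.89%, Mop1 wildtype on ABA 4.69%, B73 on MS 4.81% and B73 on ABA 4.86%. The relative difference of Mop1 wildtype to B73 on MS was then -19.2%, and the B73 libraries had fewer tiles past the coverage minimum than the other libraries. It was 1.34% with no coverage minimum and 23.4% with reads summed over the shared tiles.

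**Figure D5:**
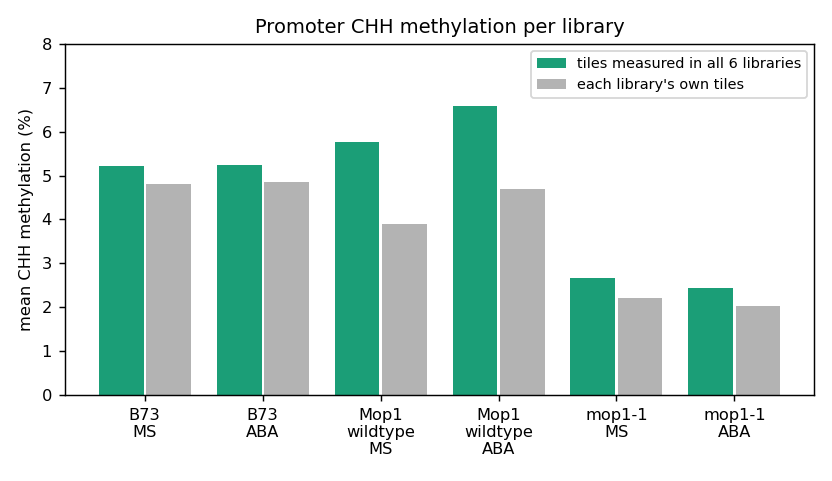
Mean CHH methylation of promoter tiles (%) in each of the 6 libraries, over the tiles measured in all 6 and over each library's own tiles. On shared tiles Mop1 wildtype stands above B73, and on own tiles below it; both mop1-1 libraries are the lowest on either set.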

An ABA-dependent increase in CHH methylation was not observed for B73 plants in this experiment. Therefore, further experiments would be needed to separate the effects of pedigree-related epigenetic differences that may stem from a genomic exposure to *mop1-1* homozygous conditions and may take multiple generations to recover from.

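The B73 libraries differed by 0.311% in CHH methylation between ABA and MS, by -0.886% in CHG and by -0.573% in CG. CHH was higher on ABA in 45.3% of tiles and lower in 45.8%. Of 169961 tiles tested between the B73 libraries, 1297 had more and 1183 had less CHH methylation on ABA (Fisher's exact test, adjusted p of at most 0.05). Of 42 named promoters with reads, 1 was higher and 4 were lower on ABA. The COR410 promoter was among the lower ones, with 6.38% (5.61% to 7.25%, 95% Wilson) on ABA and 11.3% (10.3% to 12.5%) on MS, and an adjusted p of 7.79e-11 from Fisher's exact test. The sign of the CHH difference depends on the setting: it was -0.993% at 5x coverage, -5.20% with reads summed over tiles and 2.41% with no coverage minimum. With reads summed over tiles CHG differed by -10.7% and CG by -10.5%, and over each library's own tiles by -4.52% and -4.27%.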

**Figure 4:**
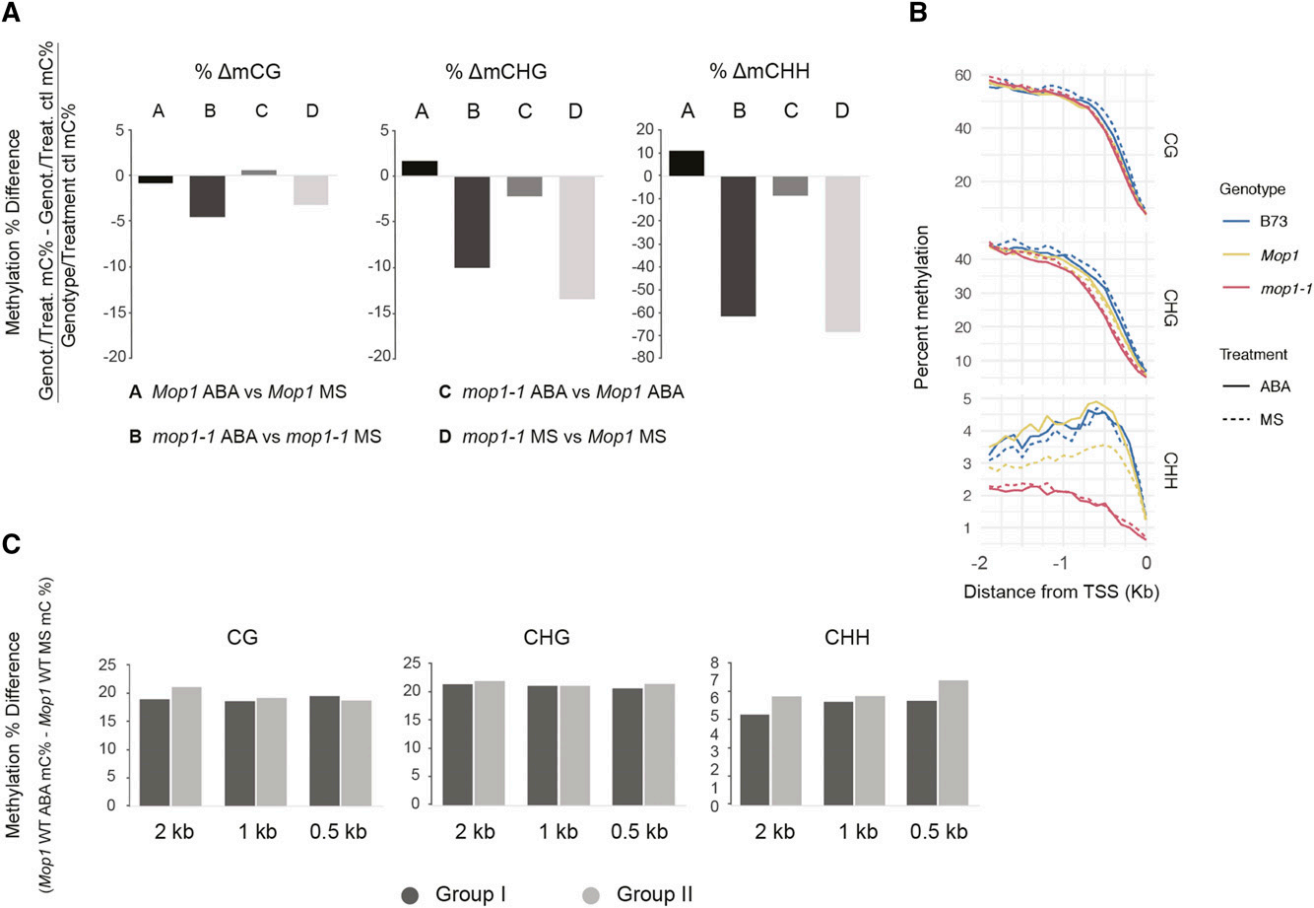
DNA methylation in *Mop1* wildtype and *mop1-1* mutant seedlings in response to abscisic acid. (A) Genome-wide methylation % difference in all sequence contexts (CG, CHG, and CHH) was calculated using the following equation ((Genotype/Treatment mC% - Genotype/Treatment control mC%) / Genotype/Treatment control mC%) for all regions in the genome. (B) Cytosine methylation % of the 2 Kb upstream region from the transcription start site (TSS) for three genotypes, B73 (blue), *Mop1* wildtype (yellow), *mop1-1* mutant (red) for two treatments, ABA (continuous) and MS (dotted). The mean methylation percentage (%) was calculated per genotype/treatment combination and context for all genes. (C) Methylation % difference in CG, CHG, and CHH context for *Mop1* wildtype ABA-upregulated (Group I) and ABA-downregulated (Group II) genes in three different promoter regions (2 Kb from TSS, 1 Kb from TSS, and a 0.5 Kb region including -0.25 to -0.75 Kb). Methylation % difference was calculated using the following equation (*Mop1* wildtype ABA mC% - *Mop1* wildtype MS mC%).

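Between 2 kb upstream and the TSS, the CHH level of Mop1 wildtype was higher on ABA than on MS in all 20 bins of 100 bp. The difference ranged from 0.354 to 1.14 percentage points and was largest 500 to 600 bp upstream. CHG was also higher on ABA in all 20 bins, by 0.715 to 1.38 percentage points, and CG in 1. In B73 the CHH difference lay between -0.165 and 0.152 percentage points, with 14 of 20 bins higher on ABA; 8 were higher at 5x coverage and none with reads summed over tiles.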

A promoter analysis of genotype/treatment combinations in all three cytosine methylation sequence contexts shows an increase in DNA methylation in the CHH context in ABA-treated *Mop1* wildtype when compared to MS-treated wildtype plants (Figure 4B). An additional promoter analysis correlating the methylation percentage in this region for ABA-responsive DEGs and non-DEGs was performed (Figure S4). 

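The files carry a mark of the authors for 3105 of the 38721 genes with promoter tiles, and every gene of Tables 3, 4 and 5 and of Figure 3 that has promoter tiles carries it. In the first 1000 bp upstream of the TSS, the promoters of 1760 marked genes went from 5.21% CHH on MS to 6.07% on ABA in Mop1 wildtype, 0.858 percentage points higher. The promoters of 19644 other genes differed by 0.702 percentage points. Over only tiles of at least 1% CHH the marked genes differed by 1.37 percentage points. No value of other genes stands beside it, so it does not show a stronger gain in marked genes. Of the marked genes, 947 had more CHH methylation on ABA and 560 less. Among 10000 random lists of promoters of the same size, matched on MS level and coverage, the marked genes lay at percentile 99.2 (95% of lists between 0.489 and 0.815). In B73 the 924 marked genes measured differed by 0.118 percentage points, percentile 97.4 (95% of lists between -0.477 and 0.122). Of the transcription factors of Tables 4 and 5, those of Group VI (34 promoters) differed by 2.28 percentage points, percentile 98.8 of their own random lists, with 16 promoters higher, 10 lower and a median difference of 0. Bhlh25 and Nactf62, with 1 tile each, carry most of this mean: without these 2, a choice made after seeing the values that can only lower it, the difference was 0.195, percentile 14.1. Those of Group V (50 promoters) differed by 1.05, percentile 75.8. Group I factors (25 promoters) differed by 0.468, percentile 44.5, and by -0.302 at 5x coverage. Group II factors (10 promoters) had a mean difference in the other direction, -0.402, percentile 5.8, with 3 promoters higher, 3 lower and a median difference of 0. The mark is headed mop1_DE, and no further definition of it is given in the sources used here.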

We observed that wildtype plants had higher CHH methylation within the first 1000 bp upstream from the TSS of ABA-responsive DEGs (Groups I, II, V and VI). This ABA-induced DNA methylation change is not observed as a response to this hormone in the *mop1-1* mutant, which suggests that MOP1 might be necessary for an epigenetic environmental response in maize seedlings (Figure 4B, Figure S4). 

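In mop1-1, CHH methylation was lower on ABA than on MS, at 2.44%, a relative difference of -8.69%, and CHG was at 44.4%, a relative difference of -2.29% (-11.6% with reads summed over tiles and -10.2% over each library's own tiles). All 20 promoter bins had less CHH methylation on ABA, by -0.306 to -0.137 percentage points. CHH was lower on ABA in 53.6% of tiles and higher in 41.8%. Of 363629 tiles tested, 561 had more and 520 had less CHH methylation on ABA (Fisher's exact test, adjusted p of at most 0.05). Marked genes differed by -0.0186 percentage points in the first 1000 bp, percentile 76.8 of the random lists. Of the 104 named promoters, 4 were higher on ABA and 1 was lower. Those of the MYB gene Myb132 (Zm00001d025864) and the NAC gene Nactf40 (Zm00001d050893) were at 7.26% and 7.69% on ABA against 0.660% and 0.153% on MS (adjusted p = 9.30e-06 and 1.50e-05, Fisher's exact test), over 179 and 117 cytosine calls on ABA. That of Sbp7 (Zm00001d052905) was at 2.31% on ABA and 4.08% on MS (adjusted p = 0.0337). The difference between the responses of Mop1 wildtype and mop1-1 was not tested, as each condition has 1 library. From the gain in Mop1 wildtype and its absence in the mutant, the paper proposes that MOP1 might be necessary for an epigenetic response to the environment.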

The percent differences in DNA methylation for comparison A were measured in the promoter region of wildtype ABA-responsive DEGs (Groups I and II). Regions of 2 kb (0 to -2.0 Kb), 1 kb (0 to -1.0 Kb), and 500 bp (-0.25 to -0.75 Kb) upstream of TSS were assayed (Figure 4C, File S9). The average methylation differences between ABA-up (Group I) and downregulated (Group II) genes becomes more apparent in the smaller promoter region (500 bp), closer to the TSS in the CHH context, suggesting a dynamic transient methylation change as a response to ABA levels that are correlated with gene expression regulation (Figure 4C). 

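The files do not pair the assembled genes of Groups I and II with promoters, so the transcription factors that Tables 4 and 5 place in these groups stand in for them. Group I factors differed in CHH between ABA and MS by 0.567 percentage points over 2 kb (30 promoters), and Group II factors by 0.351 (15 promoters). In the region from 0.25 to 0.75 kb the differences were -0.438 (21 promoters) and -1.68 (9 promoters). This region was taken with the tiles it cuts, so it runs from 200 to 800 bp upstream here. The difference between the groups, Group II minus Group I, was -0.215 over 2 kb (permutation p = 0.815), -0.870 over 1 kb (permutation p = 0.404) and -1.24 in the smallest region (permutation p = 0.621). Of the 9 comparisons of 3 contexts and 3 regions, CG over 2 kb had the smallest permutation p, 0.0575, or 0.517 after adjustment; all tests were two-sided. At 5x coverage the CHH difference in the smallest region was 4.02. That value was not tested and rests on no more than these 9 Group II promoters. Over tiles with a gain alone, which fixes the sign, Group I factors stood at 4.51 percentage points (12 promoters) and Group II factors at 2.73 (2 promoters).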

A GO term analysis of Group II genes that show an increase in CHH methylation in their promoter region identified four biological process GO terms related to response to endogenous stimulus (GO:0009719, FDR 6.1 e-5; GO:0009725, FDR 6.1 e-5; GO:0010033; FDR 0.0007, GO:0042221, FDR 0.02) and four molecular function GO terms related to hydrolase and transferase activity of glycosyl compounds (GO:0004553, FDR 0.0011; GO:0016798, FDR 0.0015; GO:0016758, FDR 0.016; GO:0016757, FDR 0.024). The increase in CHH methylation of this group of genes during ABA treatment suggests the transcriptional epigenetic regulatory machinery in maize seedlings during environmental stimuli tends to direct gene silencing toward mechanisms involved in metabolism in order to efficiently activate processes of stress response and recovery.

MOP1 function has been previously correlated with genomic regions adjoining particular types of transposable elements and genic regions (Madzima *et al.* 2014; Li *et al.* 2015a), suggesting that this regulatory pathway functions to maintain distinct transcriptional activities within genomic spaces, and that loss of MOP1 may modify the responsiveness of some loci to other regulatory pathways. We analyzed the enrichment of individual TE families in regions adjacent to ABA-regulated genes in the *mop1-1* mutant that contain ABA-responsive *cis*-regulatory elements (ABREs) (177 and 67 DEGs from Groups V and VI, respectively). Approximately 50% of the TEs found within 2 kb upstream of the transcription start sites (TSS) or 2 kb downstream of the transcription termination sites (TTS) of genes predicted to be common MOP1-ABA regulatory gene targets belong to the Pif/Harbinger (DTH) and Tc1/Mariner (DTT) superfamilies of the class II DNA TIR transposons. This is consistent with previous reports (Gent *et al.* 2013) and shows a considerable change in the number of DTH and DTT transposons at these loci when compared to the B73 genome (Figure 5, File S10). In our study, the DTH superfamily of TEs was 12% and 15% more abundant near upregulated and downregulated genes, respectively, compared to the distribution of this TE category across the B73 genome. Additionally, the DTT elements were half as abundant near ABRE-containing ABA-downregulated genes in the *mop1-1* mutant than near ABA-upregulated genes or across the B73 genome. These findings suggest that loss of MOP1 may modify how responsive these genes are to other regulatory pathways like ABA, due to changes in TE transcriptional maintenance at these loci.

**Figure 5:**
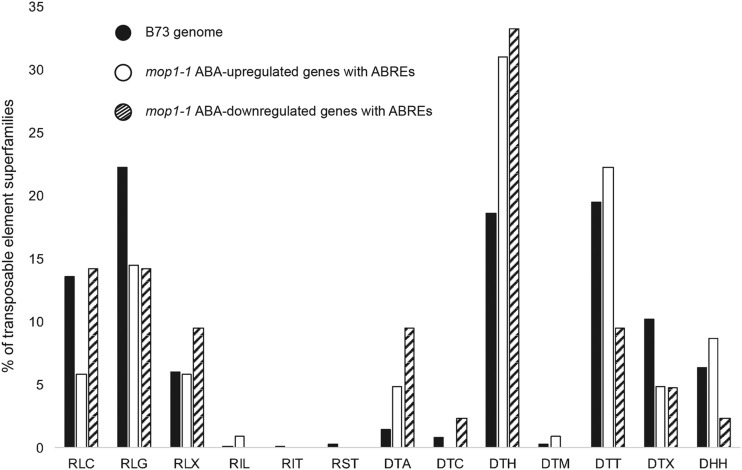
Percentage of transposable elements (TEs) within each TE superfamily. TEs detected within 2 kb upstream or downstream of genes with ABREs or CEs that were upregulated (white) or downregulated (stripes) in *mop1-1* mutant plants treated with ABA represented multiple TE categories. The TEs analyzed include Class I of LTR retrotransposons Copia (RLC), Gypsy (RLG), and unclassified (RLX), LINES L1 (RIL) and RTE (RIT), and SINES (RST) as well as class II of DNA TIR transposons hAT (DTA), CACTA (DTC), Pif/Harbinger (DTH), Mutator (DTM), Tc1/Mariner (DTT), and unclassified TIR (DTX), and the Helitron superfamily (DHH). The abundance of the same TE families across the B73 genome (black; 338,224 TEs) was used as a comparison against *mop1-1* ABREs/CEs-containing ABA-upregulated (103 TEs) and downregulated (42 TEs) genes. Bars depict the percentage (y-axis) of the TE categories (x-axis) in each subset that belong to each TE family.

### Gene expression responses to ABA involve coordination of cis-elements, CHH methylation, and MOP1-mediated effects

Genes directly induced or repressed by ABA are expected to have canonical ABA *cis*-regulatory sequences that are recognized by ABA-phosphorylated TFs. To predict primary transcriptional targets of ABA, we searched for ABRE and CE *cis*-regulatory elements within the putative promoters of DEGs in ABA-treated wildtype (Groups I and II) and mutant (Groups V and VI) samples.

Out of the total 858 genes in Groups I and II, this analysis was limited to 774 genes with a named gene model in the annotated maize genome version 40 (Zea_mays.AGPv4.40.gtf, EnsemblPlants; (Kersey *et al.* 2018)) (File S5). One hunded thirteen (113) genes were identified as ABA primary targets: 94 were identified to have potential ABRE and CE sites within the 2 kb sequence upstream of the transcription start sites (TSS) using the MEME-suite (Bailey *et al.* 2015) (File S5) and the remaining 19 genes were identified through a literature search of genes empirically demonstrated to be directly regulated by ABA in previous published studies (File S5). Based on the GRN (Huang *et al.* 2018), 23 of these 113 genes are predicted to regulate the expression of a collective group of 501 genes. These 23 genes are TFs (14 genes) and Prh/PP2CA (8 genes), with one of unknown category. Within these 501 genes, 75 were also predicted to contain ABA-responsive *cis*-regulatory elements and be directly regulated by ABA, while 426 genes were exclusively predicted to be secondary targets (File S5).

We identified a negative correlation between transcription and CHH methylation specifically in downregulated ABRE/CE containing genes (ABA-primary targets) in ABA-treated *Mop1* wildtype seedlings. Of 113 ABA-primary targets, 92 were upregulated and 21 were downregulated in ABA-treated wildtype plants. Of the 21 downregulated ABA-primary targets, 14 exhibited an increased in CHH methylation, in contrast to the upregulated primary ABA-induced genes, where no change in CHH methylation was observed for any of the 92 genes. In *mop1-1* plants, 5 of these 14 genes are not downregulated nor do they exhibit CHH methylation in the ABRE proximal regions. This suggests that a subset of genes may be methylated and downregulated by a MOP1-dependent pathway in response to ABA. Induction of ABA-dependent MOP1-mediated methylation is also revealed by the increase in CHH methylation around TSS in response to ABA in *Mop1* wildtype, but not *mop1-1* mutant plants (Figure 4).

A total of 244 DEGs in ABA-treated *mop1-1* mutants were predicted to be ABA primary response genes based on the performed motif enrichment analysis and previously published experiments (File S5). Using these primary targets as predicted regulators in the GRN (Huang *et al.* 2018), differential expression of secondary targets by these primary targets could explain the change in expression of the 1,362 out of 1,542 genes that were not predicted to be primary response genes (File S5). Collectively, primary responses and their predicted secondary targets account for 90% of ABA-induced changes in gene expression in the *mop1-1* mutant, suggesting that a cascade of regulatory effects largely explains the combined effects of a loss of MOP1 and exposure to ABA.

## Discussion

In response to changing and potentially growth-limiting environmental conditions, plants have evolved adaptive physiological mechanisms that are often linked to activation or repression of gene expression. Extensive research in the field has uncovered an increasingly complex network of regulation that includes cross talk between many different types of stressors, phytohormones, and regulatory mechanisms (reviewed by kundu and Gantait 2017; Dangi *et al.* 2018). Important components of the regulation of gene expression in plants include epigenetic and ABA-induced transcriptional regulation (reviewed by Vishwakarma *et al.* 2017; Annacondia *et al.* 2018). Plant responses to stress are often non-additive, and simultaneous exposures to multiple stimuli have been documented to induce changes in gene expression that are distinct from either stimulus individually (Mittler 2006; Atkinson and Urwin 2012). Recent evidence suggests a particular importance of siRNA-mediated responses to stress-induced changes in gene expression (reviewed by Khraiwesh *et al.* 2012; Wang and Chekanova 2016). Therefore, this study sought to understand how *mop1-1* plants, known to have reduced 24-nt siRNA levels in maize (Nobuta *et al.* 2008), would respond to ABA at the level of gene expression. The patterns of gene expression observed in this study support a hierarchical model of gene expression similar to that proposed to explain environmental stress responses in the model plant Arabidopsis, which includes 3 interconnected tiers of transcriptional regulators that, directly and indirectly, regulate the expression of many ABA-responsive target genes (Song *et al.* 2016). The work reported herein also supports the integration of MOP1-mediated regulation into these hierarchical plant responses and coordinate epigenetic and stimulus-driven regulation.

Our analysis of gene expression in V3 maize seedlings in the presence and absence of exogenous ABA treatment uncovered genome-wide changes in gene expression. Many of these changes were genotype independent and included many known examples of ABA-responsive genes in plants. Consistent with known pleiotropic phenotypes in *mop1-1* homozygous plants, the analysis also revealed that *mop1-1* mutants did not respond to ABA treatment in an identical manner to their wildtype siblings. These differences could be explained by the disruption of a hierarchical regulatory pathway, with a cascade of effects on gene expression, MOP1-dependent responses to ABA in maize, and combined direct and indirect effects of MOP1 and ABA response acting in synergy to create non-additive gene expression profiles across the genome. The largest number of differentially expressed genes was detected in *mop1-1* plants that had been exposed to exogenous ABA. This suggests that some distinct genes become more responsive to ABA in the absence of MOP1, while some ABA-responsive genes are unresponsive to ABA in the absence of MOP1. These relationships may be evidence of coordination between ABA-mediated and MOP1-mediated regulatory pathways and reinforce the idea that epigenetic regulation is crucial to plant response and adaptation to abiotic stress. These results also support the idea of the presence of epigenetically silenced genes that are “hidden” from ABA-responsiveness in *Mop1* wildtype. This cryptic variation is epigenetically “uncovered” in the *mop1-1* mutant in response to ABA as differentially expressed epi-alelles.

To estimate direct and indirect MOP1-mediated effects, we explored the distribution of MOP1-dependent siRNAs in the predicted promoter regions of DEGs. The genes that are downregulated in *mop1-1* plants are often regarded as indirect targets of a loss of MOP1 because of the canonically accepted silencing activity of MOP1 dependent pathways. However, these genes also appear to be enriched for 5′ proximal MOP1-dependent siRNAs; one potential explanation for this would be the coordinated activity of RdDM and ROS1-dependent demethylation to maintain gene activity, as has been described in Arabidopsis (Lei *et al.* 2015; Williams *et al.* 2015). Some of the RdDM targets are promoter regions that can be actively demethylated by ROS1 (Agius, Kapoor, & Zhu 2006; Morales-Ruiz *Et Al*. 2006; Penterman, Zilberman, *Et Al*., 2007). RDR2 is an essential component of RdDM and is the MOP1 homolog in Arabidopsis. In the *rdr2* background, CG hypermethylation was found in the promoter region of downregulated ROS1 target genes, suggesting ROS1 demethylation is associated with RDR2 (Penterman *Et Al*. 2007). Many stress-responsive genes are also downregulated in a triple DNA demethylase mutant (Le *Et Al*. 2014). Consistently, ROS1 is required for transcriptional activation via demethylation of specific ABA-inducible genes (Kim *et al.* 2019). These genes contain TEs and show DNA methylation changes in their promoters, suggesting that RdDM might mediate regulation of stress-responsive genes in a manner that involves DNA demethylation (Le *Et Al*. 2014).

There are multiple genes in the maize genome with amino acid sequence similarity to Arabidopsis ROS1 (reviewed by LMadzima, Sloan *et al.* 2014), and at least one of them appears to be downregulated and not responsive to ABA induction of expression in *mop1-1* seedlings. It is therefore possible that some of the genes identified in this analysis are additional examples of coordinate regulation by RdDM-gene silencing and demethylation-associated transcriptional activation, and that disruption of this coordinated regulation relates to some of the phenotypes exhibited by *mop1-1* homozygous plants.

It is possible that the upregulated genes in *mop1-1* plants for which MOP1-dependent siRNAs were not identified are indirect targets of MOP1, or that siRNAs exist but were not detected in the datasets used for this analysis because of tissue-specific differences in siRNA populations or incompletely annotated gene models. Based upon the diverse and diffuse gene expression phenotypes observed, it is likely that there are different explanations for the responses of different groups of genes.

The sequence-capture methylation analysis allowed us to identify a handful of examples in which there is an overlap between ABA and RdDM regulatory mechanisms. Previous studies have reported an increase in non-CG methylation (CHG and CHH) in intergenic TE sequences in response to osmotic stress, which induces ABA biosynthesis and is associated with a transient epigenetic adaptation to environmental cues (Wibowo *et al.* 2018). This is consistent with the fact that CHH methylation is not stochastic and has been observed to change as a response to abiotic stress in plant species (Dubin *et al.* 2015; Secco *et al.* 2015; Wibowo *et al.* 2018). The role of ABA in DNA methylation/demethylation and gene expression processes in maize is not yet understood.

Interpreting the complexity of plant responses to the environment is essential to a complete understanding of plant growth, development and physiology, with particular regard to crop yield and agricultural challenges. By perturbing phytohormone levels and an essential component of epigenetic regulation, some unique plant responses were observed. These results shed some insight onto the nature of combinatorial, and potentially synergistic, regulation of gene expression in maize.

How the deposited data were processed for this re-analysis (not part of the article)

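Shoots of V3 maize seedlings, Mop1 wildtype or mop1-1 and kept for 8 h on MS medium or on MS medium with 50 µM ABA, were profiled by RNA-seq in 11 libraries: 2 of Mop1 wildtype on MS and 3 of each other group. Promoter methylation was profiled by SeqCap bisulfite sequencing in 6 libraries of 10-day-old seedlings after 7 h of the same treatments, 1 each of B73, Mop1 wildtype and mop1-1 on MS and on ABA. The B73 samples were taken as B73 from their titles and the paper, although their genotype label gives homozygous Mop1 wildtype. Samples were assigned to conditions from the submitters' labels and the paper. The replicate numbers are those of the labels.

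For RNA-seq, the authors trimmed reads with cutadapt (1.8.1), mapped them to B73 RefGen_v4 with HISAT2 (2.04), assembled, merged and quantified transcripts with StringTie (1.3.4d), and deposited a table of counts per assembled gene without normalization. The submitters' processing notes also name FastQC (0.11.2). Counts of this kind are computed from transcript coverage, so a read pair can add more than 1 count, and reads shared between assembled transcripts were assigned by StringTie. For bisulfite sequencing, the authors trimmed reads with Trim Galore, aligned them to B73 RefGen_v4 with BSMAP (2.90), and kept uniquely mapped reads; the processing notes also name Picard (1.102). Their deposited promoter tables give for each 100 bp tile and context a methylated fraction, the mean coverage of its sites as a signal without normalization between libraries, and the count of its sites. Fraction times coverage times sites was checked to be a whole number in each library, within 0.01, and was rounded to give the number of methylated cytosine calls. A call is one cytosine site on one read, and reads counted or summed in this account are such calls.

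RNA-seq counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM, quasi-likelihood test with robust estimation), with DESeq2 1.42.0 as another tool and limma 3.58.1 loaded by edgeR. Genes with at least 0.58 CPM in at least 2 libraries were tested in one fit of 4 groups, and called at an adjusted p (Benjamini-Hochberg) of at most 0.05 and an absolute log2 FC of at least 0.95. The contrasts were ABA against MS in each genotype, mop1-1 against Mop1 wildtype on each medium, and their interaction with no fold minimum. Overlaps are set beside those of independent lists of the same sizes. Libraries held 31901109 to 37370937 counts, and the TMM factors ranged from 0.880 to 1.10. The test was also tried on simulated data with these libraries' means, in which 200 genes were given a change in both genotypes. Each gene's spread there followed the fitted trend with expression, alike in all groups. Spread particular to a gene or group was left out. Of changes of 1 on the log2 scale it found 9% in Mop1 wildtype and 29% in mop1-1, and of changes of 2 it found 89.5% and 93.5%. The data hold 2178 genes called for ABA in either genotype, so the adjustment was stricter in the simulation. A change of 2 in mop1-1 alone was found by the interaction test in 72% of genes, and one of 1 in 2.5%.

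Methylation was analysed in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and numba 0.67.0; figures were drawn with matplotlib 3.10.9. Tiles with at least 2x coverage and 2 sites were kept. The paper adds a minimum level of 10% for CG and CHG and 1% for CHH, and for its genome-wide differences 5x coverage; these were alternatives here, alone and together, with the level reached in at least 1 of the libraries compared. Levels are means over the tiles that passed in all 6 libraries, and relative differences are those of the paper's Figure 4A: A, Mop1 wildtype on ABA against MS; B, mop1-1 on ABA against MS; C, mop1-1 against Mop1 wildtype on ABA; D, mop1-1 against Mop1 wildtype on MS. B73 on ABA against MS was added in the same form. Tiles with at least 10 cytosine calls in both libraries were compared by Fisher's exact test with Benjamini-Hochberg adjustment. In simulated data with 200 of 20000 tiles changed by 50 percentage points, this found 99% of them and 4 unchanged tiles. The simulated cytosine calls were independent, so the simulation does not show the effect of several calls on one read. Lists of promoters were compared with 10000 random lists matched in deciles on the level and coverage of the library compared against, and Groups I and II with each other by 100000 permutations. Intervals are 95% Wilson intervals and cover counting error only. Like the Fisher tests, they take cytosine calls on one read as independent and can understate the uncertainty. The depth of a tile, a median of 97 to 102 CHH cytosine calls, leaves a single tile's level uncertain by at least several percentage points. The means over all tiles have smaller counting errors, which are of the size of the smallest differences reported (0.0162 percentage points for CHH in B73).

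Tests, thresholds and most alternatives were fixed before the data were examined, with the paper and its tables already read. The alternatives for RNA-seq were DESeq2, RLE normalization, the likelihood ratio test, a fit of the compared groups alone, filterByExpr, no filter on low counts, no fold minimum, a term for the replicate number, and leaving out each library in turn. Those for methylation were 5x coverage, no coverage minimum, reads summed over tiles, each library's own tiles, a minimum level of 10% for CG and CHG or 1% for CHH, tiles with a gain alone, and 5 or 20 reads per tile. The combination of 5x coverage with the minimum level, the lists of factors without their 2 promoters of largest gain, the comparison of Mop1 wildtype with B73, the ratio of calls, the response corrected for noise, the promoters of named genes, the calls along ID numbers, the gain by B73 level and the coverage along chromosomes were chosen after seeing the data.

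The rule for named genes took, in each comparison, the 5 largest and 5 smallest log2 FC among called genes with at least 1 CPM on average whose groups do not overlap, and every gene the paper names by ID. The paper's tables were read before the rule was written. Because the files do not pair assembly numbers with names, only 4 assembled genes are named, 2 that rose and 2 that fell, and a reference table of another assembly (NAM-5.0) matched none of the IDs. For the same reason the 33 gene lists fixed beforehand by symbol or product name were not tested with camera or fry, and the groups' promoters were replaced by genes carrying a mark in the files, taken here as differentially expressed, and by the transcription factors that Tables 4 and 5 place in Groups I (39), II (22), V (83) and VI (69). A search for ABA response elements and a test of calls around the mop1 gene needed a genome and positions of B73 RefGen_v4, which were not used here. Regions outside the promoters, small RNA data, RT-qPCR and the library removed by the authors were not analysed here. No column of values per sample was left out (0 others).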

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

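The tests on read depth, on another haplotype and on genes in the chromosome 2 segment were set before their results were seen; the other tests in this part were chosen only after the result was seen.

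CHH methylation in promoters was 14.2% higher on ABA than on MS in Mop1 wildtype and differed by -8.69% in mop1-1, opposite directions in the genotypes; the difference between them was not tested, since each condition has 1 library. Incomplete bisulfite conversion is argued against by the chloroplast, where the CHH level on ABA minus that on MS was -0.00909 percentage points against 0.822 in promoters, although counting error there allows up to 0.333 points, or 40.5% of the promoter difference. Read depth as the whole cause is argued against by tiles of at least 5x coverage, where the gain was 11.5% (18.8% with no coverage minimum), and a segment of chromosome 2 that differs between the libraries by the gain of 14.2% without that chromosome. How Mop1 wildtype compares with B73 is another matter, since over each library's own tiles its CHH level on MS differed from that of B73 by -19.2% and over shared tiles by 10.7%, consistent with an order set by which tiles each library covers. A response to ABA that needs MOP1, and a difference between the individual plants or pools behind the single libraries, both stay open and were not tested.

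More genes were called for ABA in mop1-1 (1972) than in Mop1 wildtype (882), and mop1-1 had more under each of the 19 alternatives, by a ratio of 1.49 to 7.08 (7.08 without Mop1 wildtype MS replicate 2, and 3.75, 5.41 and 3.71 without Mop1 wildtype ABA replicates 1, 2 and 3). Leaving out mop1-1 MS replicate 1, 2 or 3, which gives both genotypes 2 MS libraries, gave ratios of 2.22, 2.26 and 1.49 against 2.24 with all libraries. At equal numbers mop1-1 thus had more calls whichever of its MS libraries was left out. The lowest ratio falls short of the 1.5 set for arguing against 1 fewer wildtype library, so the test cannot tell. The paper reports that removing its outlying wildtype MS library left the proportion of ABA DEGs in mop1-1 relative to Mop1 wildtype unaffected. In simulated data with 200 genes changed equally in both genotypes, a log2 change of 1 was called in 9% of genes in Mop1 wildtype and 29% in mop1-1. Fewer genes changed there than in the data, and spread particular to a gene or group was left out. These shares therefore do not carry over. How large the part of 1 fewer wildtype library is cannot be told. Without Mop1 wildtype MS replicate 1 the wildtype calls rose 1.59 times, to 1403, and the ratio was 1.505, in line with that library lying nearer than MS replicate 2 to wildtype ABA replicates 2 (4.69 against 4.85) and 3 (4.38 against 4.66), though not 1 (4.54 against 4.43). A larger response of single genes in mop1-1 cannot be told apart from none. The spread of mop1-1 responses corrected for noise was 1.095 times that of Mop1 wildtype. This ratio ranged from 0.909 without Mop1 wildtype MS replicate 1 to 1.23 without Mop1 wildtype ABA replicate 2. The same correction put the correlation of the genotypes' responses at 1.063, above the possible maximum, so the ratio is rough. Uncorrected, the SD of responses was 0.702 in mop1-1 and 0.689 in Mop1 wildtype. The 10 splits of 6 libraries are too few for a share under 0.05: the real split of the mop1-1 libraries by treatment called 1972 genes and the highest other 3, and that of the ABA libraries by genotype 267 and 3.

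In coverage, which the paper does not report by region, mop1-1 had 0.451 times the share of covered CHH tiles of Mop1 wildtype between 30 and 45 Mb of chromosome 2, the chromosome that carries mop1 (0.421 on MS and 0.485 on ABA). The median of the other windows was 1.01 and the lowest 0.767. Each share is of a library's own covered tiles, which takes out a difference in overall yield. That median therefore cannot test a lower yield of the mop1-1 libraries. Genes that differ between the genotypes lay in the segment more often than elsewhere (Fisher's exact p = 0.0403), which rests on 1 of only 5 called genes with a position. A segment haplotype other than the reference, whose reads map less well, is a candidate explanation that cannot be told apart from other causes. CG tiles in the segment differed between the genotypes 1.47 times as often as on other chromosomes. Mop1 wildtype against B73 also had 22 windows under 0.75, though the segment as a whole stood at 0.986 in that comparison. Apart from the haplotype, no biological explanation of the lower coverage was tested.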

How the results depend on the processing

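The combination of 5x coverage with the minimum level, the lists without their 2 promoters of largest gain, and the alternatives for the ratio of calls, for the response corrected for noise and for Mop1 wildtype against B73, were chosen after seeing the data; the others were planned. For RNA-seq, 164 values of the leading counts stayed within a factor of 1.5 of those reported (the slope, within 1 SD of its leave-one-out values) and 58 moved further. RLE normalization, filterByExpr and no filter on low counts left every leading count within that factor, and mop1-1 had more ABA calls than Mop1 wildtype under all 19 alternatives. For methylation, 31 leading values stayed within their 95% interval or, for counts of tiles, that factor, 50 moved and 10 changed sign; among the other values 184 moved, 8 changed sign and 96 stayed. Single genes lost a call in 13 cases, 211 other RNA-seq values stayed and 66 moved. Depth limits single tiles and genes near the CPM minimum. The means over tiles moved with the coverage minimum, which changes both the depth and the tiles averaged. Removing the fold minimum can only add genes to a group; apart from the tests given for the ABA calls, the cause of the other changes was not tested.

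With DESeq2 and with the likelihood ratio test, respectively, Group I held 882 and 858 genes, Group II 758 and 723, Group III 334 and 336, Group IV 135 and 146, Group VII 407 and 435, and Group VIII 150 and 150. The interaction called 27 and 41 genes, the overlap of ABA calls was 1132 and 1077, and that of genotype calls 288 and 301. The group sizes added up to 5224 and 5172, of which 3235 and 3174 were memberships of shared genes. The fit of the compared groups alone gave 29 Group IV genes. With no fold minimum, Group V held 1528 and Group VI 1635 genes, and 2517 genes were in 1 group alone.

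With the replicate number as a block, Group I held 257 genes, Group II 116, Group III 70, Group IV 24 and Group VII 135, the overlap of ABA calls was 322 and that of genotype calls 80, and the group sizes added up to 2145, of which 853 were memberships of shared genes. Of genes called for ABA in Mop1 wildtype and not in mop1-1 there were 51, and the adjusted p for ABA in mop1-1 was 0.0504 for Bzip29, 0.0827 for Wrky81, 0.0922 for Arftf29 and 0.0671 for MSTRG.29524. For ABA in Mop1 wildtype it was 0.157 for MSTRG.29524 and 0.0565 for MSTRG.13727. Libraries with the same number share only a number: residual correlations between them ranged from -0.22 to 0.11, and 0 of 11 libraries were closest to those with their own number. The term spends degrees of freedom on no measured pairing.

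Leaving out single libraries gave 162 to 709 genes in Group I, 94 to 694 in Group II, 71 to 130 in Group III, 557 to 1061 in Group VI, 128 to 231 in Group VII, 34 to 72 in Group VIII and 0 to 4 for the interaction. The overlap of ABA calls ranged from 220 to 797 and that of genotype calls from 83 to 129. Where this left 1 library in a group, that library was assumed to vary like those of the other groups. The slope of the mop1-1 response on the wildtype response, 1.14 as reported, ranged from 0.84 to 1.25 and was 0.94 over all genes of at least 1 CPM and 1.01 over genes called in both genotypes.

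At 5x coverage the CHH differences were 11.5% (A), -8.10% (B), -65.1% (C), -57.7% (D), -0.993% (B73, sign reversed) and 13.5% (Mop1 wildtype against B73). D was -5.27% in CG and -10.8% in CHG. Among transcription factors, Group I turned to -0.302 percentage points in Mop1 wildtype, and Groups II and V to -1.70 and -0.147 in B73. Marked genes differed by 1.00, and Group II minus Group I at 0.25 to 0.75 kb was 4.02. With the minimum level as well, CHH was 11.8% (A), -8.39% (B), -66.0% (C), -58.5% (D), -0.979% (B73) and 13.1% (Mop1 wildtype against B73), and D was -5.17% in CG and -10.7% in CHG.

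With no coverage minimum CHH was 18.8% (A), -9.62% (B), -58.6% (C), -45.6% (D), 2.41% (B73) and 1.34% (Mop1 wildtype against B73). CHG was 1.74% (A), -6.03% (D) and 0.792% (Mop1 wildtype against B73, reversed), and CG -2.58% (D).

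With reads summed over tiles CHH was 12.5% (A), -7.15% (B), -58.4% (C), -49.5% (D), -5.20% (B73, reversed) and 23.4% (Mop1 wildtype against B73). CHG reversed to -3.15% (A), 7.12% (D) and 10.0% (Mop1 wildtype against B73), and CG to 10.7% (C) and 15.9% (D). The CG value of B, 0.0638% as a mean over shared tiles, also turned, with 53.6% on ABA against 59.3% on MS. Marked genes differed by 0.657 points.

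Over each library's own tiles CHH was 20.6% (A), -56.8% (C), -43.1% (D), 1.07% (B73) and, reversed, -19.2% (Mop1 wildtype against B73). CHG reversed to -2.15% (A) and 6.55% (D), and CG to 6.61% (C), 11.4% (D) and -18.2% (Mop1 wildtype against B73). CG in B turned as well, with 50.8% on ABA against 56.3% on MS.

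With the minimum level alone CHH was 14.6% (A), -63.6% (C), -54.1% (D) and 10.3% (Mop1 wildtype against B73), D was -7.98% in CHG and marked genes differed by 1.37. Over tiles with a gain alone marked genes stood at 4.14. Without the 2 promoters of largest gain, which can only lower a mean, the factors of Groups I, II, V and VI stood at 0.0585, -1.01, 0.672 and 0.195 in Mop1 wildtype. With the size rule and the p together, CHH tiles higher and lower were 1149 and 331 (A), 190 and 123 (B), 340 and 11389 (D), and 507 and 408 (B73).

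Not run were camera, fry and the counts over lists of gene names, the search for ABA response elements and the windows around mop1, for want of names and positions for the assembled genes, and promoter lists from calls with no fold minimum for the same reason. The fit of the compared groups alone and the missing fold minimum do not apply to the interaction, and promoters of named genes and the gain by B73 level had no alternative.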

Differences from the paper's values

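The paper's values in Figure 4A cover all regions in the genome, and those here cover promoter tiles; this is a limit of the comparison. In mop1-1 against Mop1 wildtype on MS, the reduction in CHH was 53.7% here and 68% in the paper, that in CHG 8.10% here and 14% in the paper, and that in CG 3.69% here and 3% in the paper. For Mop1 wildtype on ABA against MS, CHH was 14.2% higher here and 11.1% in the paper, and CHG 2.0% here and 1.6% in the paper. None of the alternatives set before the data were examined (5x coverage, no coverage minimum, reads summed over tiles, own tiles, minimum level) brings any of these 5 values within counting error of the paper's; nor does the combination of 5x coverage with the minimum level, chosen after seeing the values. With no coverage minimum the reduction in CG was 2.58%, which rounds to the paper's whole percent. The combination holds the minimums the paper states for genome-wide changes, applied to promoter tiles, and gave reductions of 58.5% in CHH, 10.7% in CHG and 5.17% in CG, and for Mop1 wildtype on ABA 11.8% in CHH and 2.1% in CHG.

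Other values were read by eye. For Mop1 wildtype on ABA against MS, CG was -0.509% here and the paper's value is about -0.9% in Figure 4A. For mop1-1 on ABA against MS (B), CG was 0.0638% here and about -4.5% in the paper's Figure 4A, CHG -2.29% here and about -10% in Figure 4A, and CHH -8.69% here and about -62% in Figure 4A. For mop1-1 against Mop1 wildtype on ABA (C), CG was -3.14% here and about 0.6% in the paper's Figure 4A, CHG -12.0% here and about -2.2% in Figure 4A, and CHH -63.0% here and about -8.5% in Figure 4A. Of the alternatives set before the data were examined, reads summed over tiles (-2.17%) and own tiles (-2.22%) bring the CHG value of C to the paper's, and 5x coverage, no coverage minimum and the minimum level do not. For the other 6 values none of these alternatives comes within counting error, nor does the combination chosen after seeing the values; over own tiles the CHG value of B, -10.2%, rounds to the one read. With the paper's minimums, the combination, CHH was -8.39% for B and -66.0% for C, CHG -2.26% and -14.6%, and CG 0.162% and -4.49%. Over shared tiles, in all 3 contexts, the value read for B lies nearer to the one computed here for C than to that for B, and the value read for C nearer to that for B. For CHH this holds under each alternative run, but not for CHG over own tiles (-10.2% for B, -2.22% for C) or with reads summed (-11.6% and -2.17%), nor for CG over own tiles (-9.71% for B, 6.61% for C) or with reads summed (-9.58% and 10.7%).

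In Figure 4B and the text, the paper places untreated Mop1 wildtype below B73 in CHH methylation. Over tiles shared by all 6 libraries Mop1 wildtype was above B73 here, 5.77% against 5.22%; over own tiles it was below, 3.89% against 4.81%, and its level on ABA, 4.69%, was then near that of untreated B73, as the paper states. Figure 4C places Group II above Group I in CHH in the region from 0.25 to 0.75 kb. Here the region was taken with the tiles it cuts, from 200 to 800 bp upstream, and for the transcription factors of these groups alone. The differences between ABA and MS were -0.438 percentage points in Group I (21 promoters) and -1.68 in Group II (9). Group II minus Group I was -1.24 (permutation p = 0.621, adjusted 0.916). At 5x coverage Group II minus Group I was 4.02, the order the paper shows. That value was not tested and rests on no more than these 9 Group II promoters. Over tiles with a gain alone, which fixes the sign, Group I stood at 4.51 (12 promoters) and Group II at 2.73 (2).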

Other observations

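The test along the ID numbers, the classes of B73 methylation and the counts of marked genes on chromosome 2 were all chosen only after the result was seen.

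The CHH gain of Mop1 wildtype on ABA was seen in each of 5 classes of promoter tiles by the CHH level of B73. Tiles under 1% CHH in untreated B73 gained 0.151 percentage points, those of 1 to 5% gained 0.610, those of 5 to 15% gained 1.43, those of 15 to 30% gained 2.33 and those of at least 30% gained 3.08. Relative to the level on MS these gains were 11.6%, 17.6%, 17.3%, 11.1% and 8.06%, largest in tiles of 1 to 15%. In mop1-1 on MS the differences from Mop1 wildtype were -20.6%, -24.4%, -53.5%, -76.5% and -79.9% in the same order. Classes were set on the B73 MS library, which takes no part in either comparison.

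Of 104 promoters of genes the paper names, 12 had more and 6 less CHH methylation on ABA in Mop1 wildtype (adjusted p at most 0.05, Fisher's exact test). Besides Hb5, Ereb60 and Bhlh47, those with a symbol in the paper's tables were Sbp7 at 11.4% against 8.28% on MS, Nactf25 at 9.59% against 7.24%, Myb22 at 21.3% against 13.1% and Tcptf24 at 7.46% against 5.46%, and, among downregulated genes, Nactf62 at 34.6% against 3.53% and Bhlh25 at 64.0% against 23.8%, all higher on ABA. The last 2 rest on 1 tile each (26 and 170 cytosine calls, 75 and 42 cytosine calls). Bzip95 at 13.2% against 18.5%, Platz11 at 2.00% against 3.64% and Myb154 at 4.74% against 6.87% were lower. Of 54 promoters of Table 4, whose genes the paper lists as upregulated by ABA, 8 were higher and 2 lower; of 35 of Table 5, listed as downregulated, 4 were higher and 3 lower; of 10 of Table 3, 0 passed this test in either direction.

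In the segment of chromosome 2 with low coverage in mop1-1, 63 of 334 genes (18.9%) carry the authors' mark, against 7.92% of genes elsewhere (Fisher's exact p = 1.8e-10). The mark is headed mop1_DE, and no further definition of it is given in the sources used here.

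A hypothesis is that the stretch of ID numbers from 7500 to 7999 is one chromosome segment in which mop1-1 and Mop1 wildtype siblings carry different haplotypes. In it 10.1% of tested genes were in Group III or IV, against 0.472% elsewhere, a ratio of 21.3. A stretch where genes of any kind are called more often is argued against as the whole cause by the ABA calls: Groups V and VI were 1.36 times and Groups I and II 1.95 times as frequent there as elsewhere. The stretch stands out with bins of 250 numbers (33.2 times) and of 1000 numbers (12.8 times). Of its Group IV genes, 6 had no count in any mop1-1 library, and of its Group III genes, 3 had none in any Mop1 wildtype library. Without positions for these IDs the hypothesis could not be tested further, and whether the stretch is the segment found by coverage is not known.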
